# Genetic programming of macrophages to perform anti-tumor functions using targeted mRNA nanocarriers

**DOI:** 10.1038/s41467-019-11911-5

**Published:** 2019-09-03

**Authors:** F. Zhang, N. N. Parayath, C. I. Ene, S. B. Stephan, A. L. Koehne, M. E. Coon, E. C. Holland, M. T. Stephan

**Keywords:** Cancer immunotherapy, Nanobiotechnology

## Abstract

Tumor-associated macrophages (TAMs) usually express an M2 phenotype, which enables them to perform immunosuppressive and tumor-promoting functions. Reprogramming these TAMs toward an M1 phenotype could thwart their pro-cancer activities and unleash anti-tumor immunity, but efforts to accomplish this are nonspecific and elicit systemic inflammation. Here we describe a targeted nanocarrier that can deliver in vitro-transcribed mRNA encoding M1-polarizing transcription factors to reprogram TAMs without causing systemic toxicity. We demonstrate in models of ovarian cancer, melanoma, and glioblastoma that infusions of nanoparticles formulated with mRNAs encoding interferon regulatory factor 5 in combination with its activating kinase IKKβ reverse the immunosuppressive, tumor-supporting state of TAMs and reprogram them to a phenotype that induces anti-tumor immunity and promotes tumor regression. We further establish that these nanoreagents are safe for repeated dosing. Implemented in the clinic, this immunotherapy could enable physicians to obviate suppressive tumors while avoiding systemic treatments that disrupt immune homeostasis.

## Abstract (web summary)

The previous efforts to reprogramme tumour-associated macrophages (TAMs) to M1 phenotype have caused undesired side-effects. Here, the authors report targeted nanocarriers for delivering mRNA encoding M1-polarizing transcription factors to TAMs and show their efficacy in multiple mouse tumour models.

## Introduction

Tumor-associated macrophages (TAMs) are one of the most abundant non-neoplastic cell types found in discrete cancer locales^1^. Just like in healthy tissues, where macrophages have a remarkable ability for responding to environmental cues, TAMs are educated by the tumor microenvironment they experience. This produces multiple phenotypes that have a broad range of functions. TAM phenotypes can be described along a linear scale, where M1 and M2 phenotypes represent the two extremes (comparable to the T_H_1–T_H_2 classification)^2,3^. M1 macrophages are recognized as classically activated macrophages that can phagocytose pathogens. More importantly, these cells have anti-tumoral properties^4,5^. Unfortunately, other macrophages are polarized into the M2 phenotype. These decrease inflammation, encourage tissue repair, and provide pro-tumoral effects^6^. In established progressive tumors in humans, TAMs usually express an M2-like phenotype, and thus promote tumor progression, metastasis, and resistance to chemotherapy^7–9^. It is therefore of key interest in cancer research to create strategies that can reprogram TAMs from a pro-tumoral (M2-like) to an anti-tumor (M1-like) phenotype and thereby induce immune effects that can bring about tumor regression. However, as yet there are no methods that can enable physicians to rationally and selectively reprogram TAMs for therapeutic purposes^10^.

For example, interleukin-12 (IL-12), IFN-γ, Toll-like receptor (TLR-) agonists, and CD40 agonists have all been reported to induce repolarization of TAMs^11–13^. However, these immunomodulatory agents can activate a broad range of cell types, which means they are associated with dose-limiting adverse effects and systemic toxicities^14–16^. Likewise, several small molecule drugs have been developed that focus on blocking the localization of TAM-precursor cells to tumors by targeting pathways involved in cell recruitment or expansion (e.g., inhibitors of CSF-1/CSF-1R^17,18^ or CCL2^19^). Unfortunately, these approaches do not specifically promote macrophage anti-tumor activities and require repeated systemic exposure to large doses of the drugs. Furthermore, clinical trials of these pharmaceuticals produced low responses unless they were combined with cyto-reductive therapies or checkpoint blockade inhibitors^19,20^. Another factor that complicates the clinical use of CSF-1R inhibitors is the systemic depletion of normal monocytic cells, which causes high toxicity if patients are treated for prolonged periods^21^.

Taking advantage of the very efficient phagocytic uptake of particles by macrophages, conventional nanocarriers such as liposomes have been formulated with bisphosphonates or other anti-proliferative agents (e.g., liposomal-clodronate)^22^ as a means to systemically deplete these cells, which are replaced via natural regeneration mechanisms. Also, oncolytic viruses have been used to deliver siRNA to silence immune-evasion pathways within tumors and indirectly promote phagocytosis of TAMs^23^. However, neither of these approaches reprograms existing macrophages with tumor-fighting capabilities.

Macrophage mannose receptor 1 (MRC1), also known as CD206, is a type I transmembrane protein that belongs to the C-type lectin family. This receptor is expressed by macrophages and dendritic cells^24^. M2-like TAMs are derived from circulating monocytes that already express CD206, which is further upregulated upon extravasation of the cells at the tumor site and by exposure to factors in the perivascular tumor microenvironment^25^. Because CD206 shows high expression levels in TAMs, strategies that optimize the uptake of therapeutics via these receptors have the potential to be extremely powerful. Furthermore, this directed uptake is likely to require smaller treatment doses, thereby reducing the toxicity of the delivered substances. Huhn et al., for instance, functionalized polymer nanogels as potential drug nanocarriers with a Nanobody specific for CD206^26^, and similar concepts have been described by other groups to preferentially target TAMs while minimizing uptake by normal macrophages^27,28^.

In vitro*-*transcribed (IVT) mRNA has recently come into focus as a potential new drug class for delivering genetic information directly into existing cells^29^. These synthetic medicines can be engineered to induce the transient expression of selected proteins because they structurally resemble natural mRNA. They are easily developed, inexpensive to produce, and efficiently scalable for manufacturing purposes^30^. Advances in addressing the inherent challenges of this drug class, particularly related to controlling translational efficacy and immunogenicity of the IVT mRNA, have provided the basis for a broad range of potential applications^31–33^. In fact, clinical development of mRNA-based therapeutics has led to the formation of several university spin-off companies (for example, Argos Therapeutics, BioNTech, CureVac, eTheRNA, Ethris, Factor Bioscience, Moderna, and Onkaido), which are supported by considerable venture capital inflows to develop mRNA-based cancer immunotherapies and infectious disease vaccines^34^.

Here, we explore the use of IVT mRNA formulated into an injectable therapeutic that can genetically re-program TAMs into antitumor macrophages without disrupting immune homeostasis or causing systemic toxicity (Fig. 1). We find that we can condense and protect IVT mRNA, and target the genes it carries to M2-like macrophages by formulating the message into biodegradable polymeric nanoparticles (NPs)^35^. To provide the targets with genes encoding master regulators of macrophage polarization, we first establish that co-expression of Interferon Regulatory Factor 5 (IRF5)^36^ and IKKβ (a kinase that phosphorylates and activates IRF5^37^) imprints TAMs with a potent pro-inflammatory and cytotoxic M1 phenotype. Using in vivo test systems that faithfully model advanced-stage ovarian cancer, metastatic melanoma, and glioblastoma, we establish that serial administration of IRF5/IKKβ-encoding NPs (via an intraperitoneal route for ovarian cancer, and injected intravenously to treat melanoma lung metastases or glioblastoma) substantially reduce tumor progression and, in some animals, even clear the disease. Phenotypic, functional, and gene expression studies reveal a dramatically reduced density of M2-like macrophages in tumor lesions of IRF5/IKKβ NP-treated mice compared to controls, along with increased numbers of inflammatory myeloid cells with distinct M1-type transcriptional profiles. Based on these data, our next step is to translate this technology into a clinical trial as an approach to treat ovarian cancer patients who were not responsive to other therapies. Although we will test IRF5/IKKβ NPs as a monotherapy first, our platform could ultimately reveal its full potential when used in synergy with existing immunotherapies, (e.g., T cell therapies, cancer vaccines, or checkpoint blockade inhibitors) by creating a therapeutic window for patients, thus stimulating a stronger overall immune response.

**Fig. 1:**
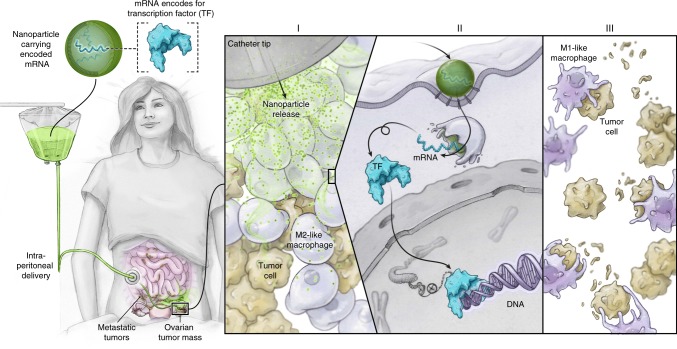
Transforming tumor-associated macrophages into tumoricidal cells using mRNA nanoparticles. We developed an injectable nanocarrier delivering in vitro-transcribed mRNA encoding M1-polarizing transcription factors as a method to rationally reprogram tumor-associated macrophages (TAMs) for therapeutic purposes without causing systemic toxicity. Illustrated is the first planned clinical application, designed to treat ovarian cancer patients with repeated intraperitoneal infusions of mRNA nanoparticles

## Results

### Designing NPs to choreograph IVT mRNA transfection of TAMs

We developed a targeted mRNA delivery system that can introduce robust gene expression in the targeted cells by taking advantage of electrostatic interactions between cationic poly(β-amino ester) (PbAE) polymers and anionic mRNA (Fig. 2a). To improve the stability and translation of the mRNA encapsulated in the resulting nanocarriers, we used synthetic versions of the message that incorporate the modified ribonucleotides pseudouridine (Ψ)^32^ and 5-methylcytidine (m5C), and that are capped with ARCA (Anti-Reverse Cap Analog)^38^. Quality and purity of the mRNA was confirmed before use (Supplementary Fig. 1). The mRNA is released from the mRNA-PbAE complex intracellularly by hydrolytic cleavage of ester bonds in the PbAE backbone. We previously demonstrated efficient in vivo T cell transfection using this system^39^. To target the nanoparticles to TAMs as well as further stabilize the mRNA-PbAE complexes they contain, we engineered Di-mannose moieties onto their surfaces using polyglutamic acid (PGA) as a linker (Fig. 2a, Supplementary Fig. 2a). The NPs were manufactured utilizing a simple two-step, charge-driven self-assembly process. First, the synthetic mRNA was complexed with a positively-charged PBAE polymer, which condenses the mRNA into nano-sized complexes. This step was followed by the addition of PGA functionalized with Di-mannose, which shields the positive charge of the PBAE-mRNA particles and confers macrophage-targeting. The resulting mRNA nanocarriers had a size of 99.8 ± SE/24.5 nm (based on 3 independently manufactured batches), a polydispersity of 0.183, and an almost neutral surface charge (3.40 ± SE/2.15 mV ζ-potential, Fig. 2b, c). We first tested the transfection efficiency of our system for murine bone marrow-derived macrophages (BMDMs) using NPs formulated with green fluorescent protein-encoding mRNA (GFP-NPs). Briefly, 50,000 BMDMs were exposed to NPs containing 1 µg mRNA for 1 h, followed by flow cytometry measurements of GFP expression the next day. Following a single NP application, we routinely transfected 31.9% (±SE/8.5%; *n* = 7) of these primary macrophages without reducing their viability (Fig. 2d–f). Surface modification of particles with Di-mannose was relevant, as transfection rates with untargeted (but PGA-coated) nanocarriers dropped to an average of 25% (±SE/2.1%; *n* = 7) in this inherently phagocytic cell type.

**Fig. 2:**
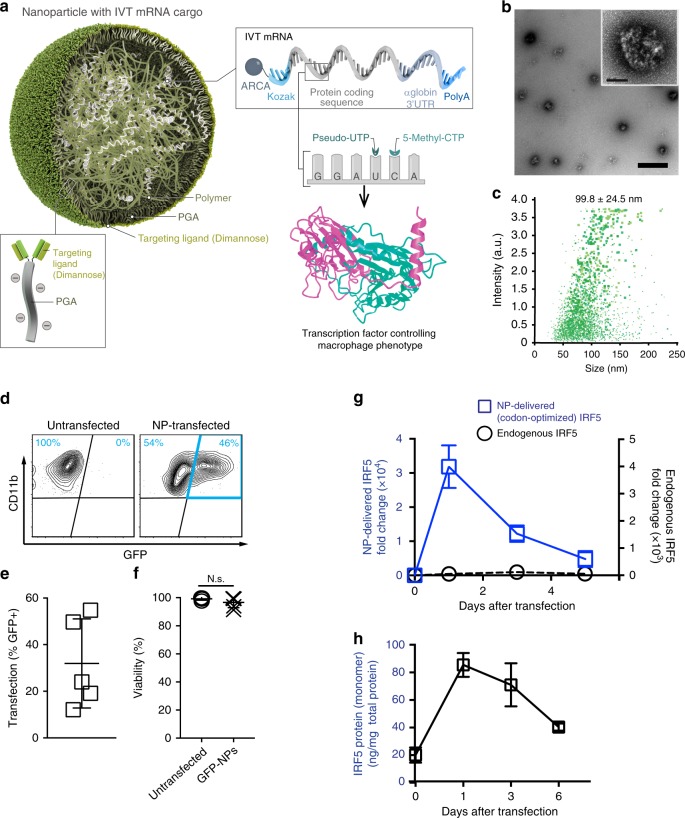
Mannose receptor-targeted mRNA nanoparticles efficiently transfect M2 macrophages. **a** Design of macrophage-targeted polymeric NPs formulated with mRNAs encoding key regulators of macrophage polarization. The particles consist of a PbAE-mRNA polyplex core coated with a layer of PGA-Di-mannose, which targets the particles to mannose receptors (CD206) expressed by M2-like macrophages. Also depicted is the synthetic mRNA encapsulated in the NP, which is engineered to encode the reprogramming transcription factors. **b** Transmission electron microscopy of a population of NPs (scale bar 200 nm) and a single NP (inset, scale bar 50 nm). **c** Size distributions, measured using a NanoSight NS300 instrument. **d**, **e** Gene-transfer efficiencies into bone marrow-derived macrophages measured by flow cytometry 24 h after nanoparticle transfection. *N* = 5 biologically independent samples. **f** Relative viability of NP-transfected and untransfected macrophages (assessed by staining with Annexin V and PI). N.S., non-significant. *N* = 5 biologically independent samples. **g** Expression kinetics of codon-optimized IRF5 mRNA (blue, left *Y* axis) and endogenous IRF5 mRNA (black, right *Y* axis) measured by qRT-PCR, *n* = 3 biologically independent samples for each time point. Shown are mean values ± SD. **h** Serial quantitative ELISA measurements of IRF5 protein (mean values ± SD, *n* = 3)

### Programming immunosuppressive macrophages into proinflammatory phenotypes

To induce macrophage polarization, we next selected two mRNAs for inclusion into the NPs: the first encodes IRF5, a key member of the interferon regulatory factor family that favors the polarization of macrophages toward the M1 phenotype^36^; the second encodes IKKβ, a kinase that phosphorylates and activates IRF5^37^. We used a ratio of 3 IRF5 mRNAs to 1 IKKβ mRNA. Using real-time quantitative PCR specific for the NP-delivered (and codon-optimized) IRF5 mRNA, we found that mRNA expression in macrophages was maximal at day 1, resulting in a 1,500-fold increase in IRF5 relative to endogenous factor levels (Fig. 2g). As expected, gene expression was transient but IRF5 levels remained strongly upregulated through day 3 (581-fold increased) and day 5 (87-fold increased) before returning to baseline. IRF5 protein levels measured by ELISA showed a similar kinetic profile (Fig. 2h).

To determine if IRF5/IKKβ-encoding NPs can reprogram M2 macrophages into the therapeutically desirable anti-cancer M1 phenotype, we used NanoString gene expression analysis. BMDMs were first cultured in the presence of interleukin-4 (IL-4) to induce a suppressive M2 phenotype (Fig. 3a). Following transfection with either control GFP-mRNA nanoparticles or IRF5/IKKβ mRNA-containing NPs, gene expression profiles were analyzed and compared with inflammatory macrophages, which we generated separately by exposing BMDMs to the TLR4 agonist Monophosphoryl Lipid A. We found that, despite being cultured in suppressive IL-4-containing medium, macrophages transfected with IRF5/IKKβ mRNA NPs display gene expression profiles similar to inflammatory macrophages (Fig. 3b). Signature M2 macrophage genes, such as Serpinb2 and Ccl11, were strongly downregulated while key M1 differentiation genes, such as Ccl5, were upregulated (Fig. 3c, d). These data establish that NP-mediated expression of IRF5 and its kinase skews suppressive macrophages toward a proinflammatory phenotype.

**Fig. 3:**
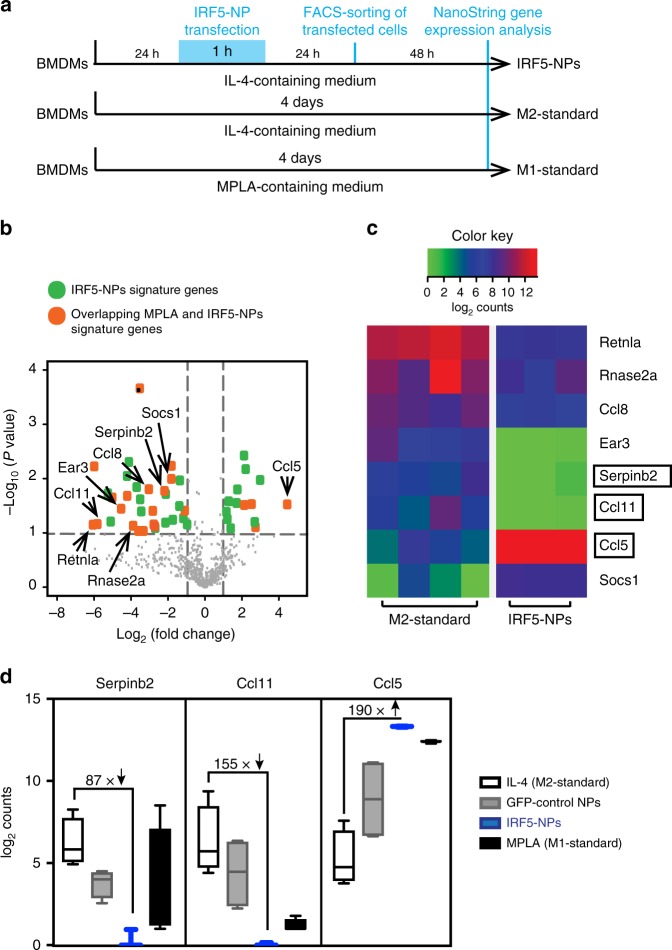
IRF5/ IKKβ mRNA nanoparticles can imprint a pro-inflammatory M1-like phenotype. **a** Timelines depicting NP transfection protocols and culture conditions for the BMDMs used in panels (**b**–**d**). **b** Gene expression profiles of IRF5/IKKβ NP-transfected macrophages compared to signature M1 cells stimulated with the Toll-like Receptor 6 agonist MPLA. Results are depicted as a Volcano plot that shows the distribution of the fold changes in gene expression. M1 signature genes are indicated. The *P* value of overlap between IRF5/IKKβ NP-transfected macrophages and the M1 signature gene set was determined by GSEA. **c** Heat map of M1 signature gene expression in macrophages cultured in IL-4 versus cells cultured in IL-4 and transfected with IRF5/IKKβ NPs. **d** Box plots showing counts for indicated genes. The boxes represent the mean values and the line in the box represents median. The bars across the boxes show the minimum and maximum values. Whiskers represent 95% confidence intervals. *N* = 5 biologically independent samples

### Therapeutic effects of NP-delivered pro-M1 genes for disseminated ovarian cancer

To evaluate this treatment approach in a clinically-relevant in vivo test system, we used a model that recapitulates late-stage, unresectable ovarian tumors in C57BL/6 mice; these animals are injected with ID8 ovarian cancer cells which were tagged with luciferase to enable serial bioluminescent imaging of tumor growth. The tumors were allowed to establish for two weeks. By this stage, the mice have developed nodules throughout the peritoneal wall and in the intestinal mesentery. The animals were divided into three groups that received PBS (control), GFP-NPs (sham), or IRF5/IKKβ NP treatment at an i.p. dose of 100 μg mRNA/mouse/week for 9 weeks (Fig. 4a). We observed that in the IRF5/IKKβ NP treated group, the disease regressed and was eventually cleared in 40% of animals (overall 142 d median survival versus 60 d in controls; Fig. 4b, c). To understand the underlying mechanisms of IRF5/ IKKβ NP-mediated anti-tumor effects, we first examined how exclusively mannose receptor-targeting confined NP interaction to phagocytes. Flow cytometry of peritoneal lavage fluid collected 24 h after one dose of NPs established that Di-mannose coated nanocarriers preferentially transfect macrophages and monocytes, but also at low levels dendritic cells and neutrophils (all cell types with described CD206 expression, (Fig. 4d)). In contrast, gene transfer into CD206-negative cells, such as NK cells or T cells, was undetectable. We next conducted a detailed phenotypic and functional analysis of macrophage/monocyte populations in the peritoneum of mice with established ovarian cancer following treatment with IRF5/IKKβ nanoparticles or PBS over a 3-week period (two weekly injections). Flow cytometric analysis revealed that IRF5/IKKβ NPs reduced the population of immune-suppressive macrophages (Ly6C-, F4/80+, CD206+) to an average 2.6% ± SE/2.1% (*n* = 5) versus 43% ± SE/15.6% in controls (Fig. 4e, f; Supplementary Fig. 3). Conversely, the fraction of M1-like macrophages increased from 0.5% ± SE/0.2% to 10.2% ± SE/4.1% (Fig. 4e, g). IRF5 gene therapy also affected the population of other immune cells. In particular, inflammatory monocytes (CD11b+, Ly6C+, Ly6G−) were more abundant (73.4% ± SE/3.6% compared to 4.5% ± SE/1.9% in untreated mice). One interesting finding in all IRF5 NP-treated animals was multifocal dense clusters of lymphocytes present within or surrounding the neoplasms (Fig. 4h), indicating that genetic programming of immune-stimulatory macrophages may restore lymphocyte migration and infiltration into solid tumors.

**Fig. 4:**
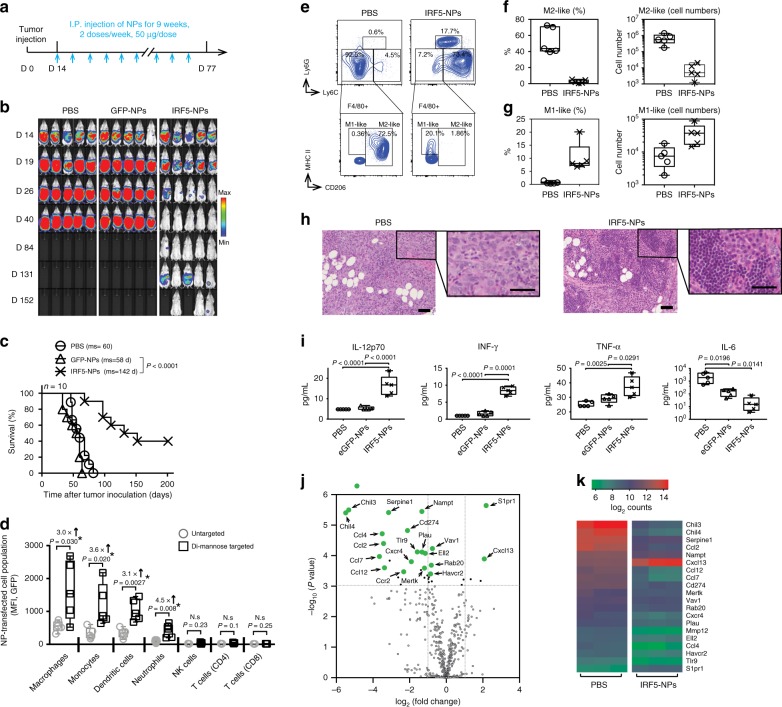
IRF5/IKKβ mRNA nanoparticles double survival of mice with ovarian cancer. **a** Time lines and dosing regimens. **b** Sequential bioluminescence imaging of tumor growth. **c** Kaplan–Meier survival curves. Statistical analysis was performed using the log-rank test. *N* = 10 biologically independent animals. **d** Flow cytometric quantitation of in vivo transfection rates in different immune cell subpopulations 48 h after a single i.p. dose of untargeted versus Di-mannose-coated NPs carrying GFP mRNA: macrophages (CD45+, CD11b+, MHCII+, CD11c-, Ly6C-/low, Ly6G-), monocytes (CD45+, CD11b+, MHCII+, CD11c-, Ly6C+, Ly6G-), dendritic cells (CD45+, CD11c+, CD11b-, MHCII+), neutrophils (CD45+, CD11b+, MHCII+, CD11c-, Ly6G+), CD4+ T cells (CD45+, TCR-β chain+, CD4+, CD8-), CD8+ T cells (CD45+, TCR-β chain+, CD4-, CD8+), and natural killer cells (CD45+, TCR-β chain-, CD49b+) were measured. **e** Flow cytometric analysis of macrophage phenotypes in the peritoneum of mice with disseminated ID8 ovarian cancer. Animals were either treated with 4 doses of IRF5/IKKβ NPs or PBS. **f** Box plots summarizing relative percent (left panel) and absolute numbers (right panel) of Ly6C-, F4/80+, and CD206+ (M2-like) macrophages. Corresponding numbers for Ly6C-, F4/80+, and CD206- (M1-like) macrophages are shown in (**g**). **h** Representative hematoxylin and eosin (H&E)-stained sections of ovarian tumor-infiltrated mesenteries isolated from PBS controls (left panel) or IRF5/IKKβ NP-treated animals (right panel; scale bar 100 µm). Tenfold magnifications of representative malignant lesions are shown on the right (scale bar 50 µm). **i** Luminex assay measuring cytokines produced by isolated peritoneal macrophages from each treatment group. In parallel experiments, FACS-sorted CD11b+, F4/80+ peritoneal macrophages were directly analyzed by NanoString gene expression analysis. **j** Results are depicted as a Volcano plot. **k** Heat map of signature gene expression in macrophages isolated from mice treated with IRF5-NPs versus control PBS. All boxes in boxplots in this figure represent the mean values and the line in the box represents median. The bars across the boxes show the minimum and maximum values. Whiskers represent 95% confidence intervals. *N* = 5 biologically independent samples

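The NanoString nCounter assay, which counts a color-coded probe for each transcript without amplification, was run on 6 samples of sorted peritoneal macrophages, 3 from mice given PBS and 3 from mice given IRF5-NPs, whereas the legend of Fig. 4 gives 5 biologically independent samples. The sample labels give 2 doses, on days 1 and 5, 7 weeks after tumor inoculation. Each IRF5-NP dose held 30 µg of mouse IRF5 mRNA by the labels, and the treatment label names no IKKβ mRNA. The paper's methods give 50 µg of mRNA per dose and tumors established for 2 weeks, with IRF5 and IKKβ mRNA mixed at 3:1 by weight. The amount in the labels is of IRF5 mRNA and that in the methods is of both, so they are not the same measure. The authors normalized the counts to the geometric mean of housekeeping genes, and the deposited values are these normalized counts on a linear scale. Each value was a whole multiple of 1 factor per sample, within 0.01 normalized counts, for 754 of 754 genes in 5 samples and for 753 genes in IRF5-NP replicate 1. Divided by these factors, the values summed to between 683472 and 1830318 counts per sample, with a median of 1603281 in the PBS group and 1293665 in the IRF5-NP group. The factor was 2.60 for IRF5-NP replicate 3 and between 0.952 and 1.25 for the other samples. The background, taken as the mean plus 2 SD of the 8 negative control probes times the factor, was 79.4 normalized counts in IRF5-NP replicate 3 and between 25.6 and 37.8 in the other samples. At this depth 124 of the 754 genes lay below the background in every sample, so that a change in these genes was not detectable. The difference between PBS replicates 2 and 3 could not be told from the sampling noise of their counts, with a chi-square of 1.07 per degree of freedom over all genes (p = 0.0782). The same ratio was 179 between PBS replicates 1 and 2, 158 between PBS replicates 1 and 3, and 7.07 between IRF5-NP replicates 2 and 3. It was 97.7 and 54.0 between IRF5-NP replicate 1 and the other IRF5-NP replicates. PBS replicates 2 and 3 were therefore averaged on the log2 scale and counted as 1 sample, which left 2 PBS samples against 3 IRF5-NP samples. The design set before the data were examined counted 3 samples per group, and it was changed after a first comparison with all 6 samples had been seen.

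**Figure D1:**
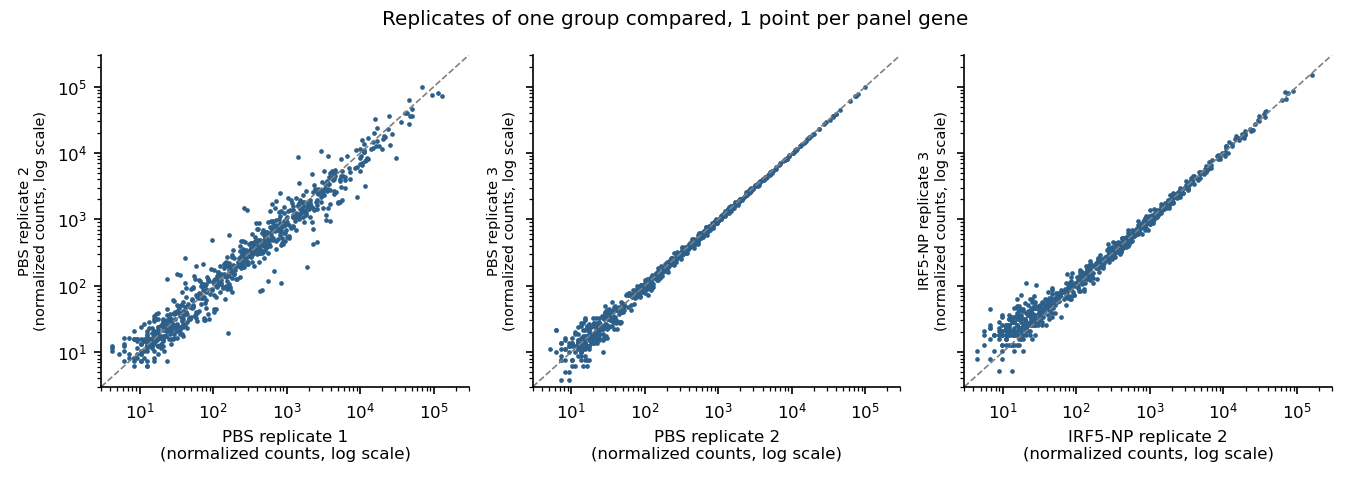
Normalized counts of every panel gene in one replicate against another of the same group, on log scales, with the line of equal values dashed. The points of PBS replicates 2 and 3 lie closest to the line, with a chi-square of 1.07 per degree of freedom, against 179 for PBS replicates 1 and 2 and 7.07 for IRF5-NP replicates 2 and 3.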

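None of the samples came from mice given GFP-NPs. An effect of IRF5 therefore cannot be told apart from an effect of the particles or of mRNA delivery. In cultured macrophages, the paper reports a slight M1 shift with GFP-NPs. Expression after IRF5-NPs was compared with PBS for each of the 754 genes on log2 values with a pseudocount of 1, with limma's moderated test and Benjamini-Hochberg adjustment at 0.05, and changes are log2 fold changes of IRF5-NPs over PBS. Past this threshold were 72 genes, 19 higher and 53 lower. The split depended on the scaling between samples, with 42 higher and 36 lower when each sample was shifted to a common median over all genes, and 35 higher and 40 lower with quantile normalization. With all 6 samples counted separately, as in the design set before the data were examined, 121 genes passed, 37 higher and 84 lower, and the 72 genes were among them. With replicate numbers paired as a replicate block in the 6 samples, 135 genes passed. The count moved most with the test named in the paper's methods, which passed 0 genes after adjustment with PBS replicates 2 and 3 counted as 1 sample. At an unadjusted p under 0.05 that test gave 125 genes and limma gave 191. With all 6 samples counted separately, that test passed 43 genes after Benjamini-Hochberg adjustment, 12 higher and 31 lower. Among them were 16 of the 21 genes labelled in Fig. 4j,k. Leaving out IRF5-NP replicate 3 left 21 genes past the threshold, leaving out PBS replicate 1 left 35, and leaving out IRF5-NP replicate 2 left 41. By limma, 18 of these 21 labelled genes passed, 2 of them higher and 16 lower. Adjusted over the list alone 20 passed, which is not independent evidence, since the study chose these genes on the same samples. Chil4 had 12986 ± 3225 normalized counts (SD, n = 2) with PBS and 333 ± 128 (SD, n = 3) with IRF5-NPs, a log2 fold change of -5.32 (standard error 0.33, limma adjusted p = 0.00018). Its close paralog Chil3, whose probe was not tested for cross-binding, had 20256 ± 4479 (SD, n = 2) and 560 ± 230 normalized counts (SD, n = 3), a log2 fold change of -5.23 (standard error 0.34, limma adjusted p = 0.00018). Among the other lower genes, Ccl7 fell most, by 3.64 on the log2 scale, and Ell2 least, from 436 ± 35.3 (SD, n = 2) to 218 ± 27.2 normalized counts (SD, n = 3). The genes that rose were S1pr1, from 109 ± 9.72 (SD, n = 2) to 421 ± 56.4 normalized counts (SD, n = 3), a log2 fold change of 1.93 (limma adjusted p = 0.00197), and Cxcl13, from 3629 ± 71.0 (SD, n = 2) to 15348 ± 5481 (SD, n = 3), a log2 fold change of 2.01 (limma adjusted p = 0.0155). Without PBS replicate 1 13 of the labelled genes passed, and without IRF5-NP replicate 3 11 passed. Cxcl13 passed in neither case, with log2 fold changes between 1.81 and 2.35 over the 6 samples left out in turn. Ell2 passed without PBS replicate 2 and without PBS replicate 3, and not without any of the other 4 samples, with adjusted p-values between 0.0580 and 0.119. Vav1, at -0.73 (adjusted p = 0.0506), and Rab20, at -0.82 (adjusted p = 0.0503), did not pass. Both passed with 6 separate samples, the design set before the data were examined, and with the replicate block. In each of these, 20 of the 21 labelled genes passed. Ccr2 had 1248 ± 285 (SD, n = 2) and 1160 ± 374 normalized counts (SD, n = 3), a log2 fold change of -0.13 (limma adjusted p = 0.828) that is smaller than the spread between replicates.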

We isolated peritoneal macrophages by fluorescence-activated cell sorting to analyze their cytokine secretion, and detected a robust increase in the release of pro-inflammatory (anti-tumor) cytokines IL-12 (3.4-fold higher), IFN-γ (8.4-fold higher), and TNF-α (1.5-fold higher), whereas the levels of IL-6, a regulatory cytokine associated with differentiation toward alternatively activated (M2-like) macrophages, were reduced by 97-fold; Fig. 4i). 

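Among the panel genes, the changes after IRF5-NPs were compared over a list of 32 M1 genes and a list of 29 M2 genes written before the data were examined, of which 29 and 24 had values. Both lists were tested against the other panel genes with limma's camera, at an assumed correlation between genes of 0.01, and adjusted over the 8 lists tested. The M1 genes fell, with a mean log2 fold change of -0.78 and a median of -0.40, against a mean of -0.10 for the other genes (adjusted p = 0.00167). The M2 genes fell as well, with a mean of -0.88 and a median of -0.70, against -0.10 for the other genes (adjusted p = 0.00798). Both results held under limma's fry (adjusted p = 0.0455 for each) and neither held with a correlation estimated from the data (adjusted p = 0.377 for each), the alternative that moved the M1 result most. Without the members that another list also holds, the M2 mean was -0.60 over 16 genes (camera adjusted p = 0.0521). The M1 mean was then -0.75 over 16 genes (camera adjusted p = 0.0101). The other lists include the genes labelled in Fig. 4j,k, which the study chose on these samples. Chil3 and Chil4 were thereby left out, so that part of the weaker M2 result follows from that choice. Of the M1 genes, 7 passed the threshold as lower and 0 as higher, out of 754 genes tested by limma, and adjusted over the list alone 8 passed as lower and 0 as higher. With the replicate block on 6 separate samples, 9 M1 genes passed as lower and 2 as higher, and without IRF5-NP replicate 1, 6 passed as lower and 1 as higher. Among the 72 genes past the threshold over the whole panel, the M1 genes were H2-Eb1, H2-Aa, H2-Ab1, Cxcl9, Tnf, Cd38 and Socs3. With each of the 6 samples left out in turn, H2-Eb1, H2-Aa, H2-Ab1 and Cxcl9 passed every time. Tnf did not pass without PBS replicate 1 (log2 fold change -1.86) or IRF5-NP replicate 3 (-1.97), Cd38 without IRF5-NP replicate 1 (-1.71) or 3 (-1.83), and Socs3 without PBS replicate 1 (-0.82), IRF5-NP replicate 2 (-0.92) or IRF5-NP replicate 3 (-0.99). Il12a and Il12b lay below the background in every sample. Of the M2 genes, 4 passed as lower and 0 as higher, and adjusted over the list alone 9 passed as lower and 2 as higher. The replicate block gave 8 M2 genes lower and 2 higher. The 4 genes were Chil3, Chil4, Ccl8 and Vegfa, of which Ccl8 did not pass without IRF5-NP replicate 1 (-2.52) or 3 (-2.69). Vegfa did not pass without PBS replicate 1 (-0.73) or without IRF5-NP replicate 1, 2 or 3 (-0.75, -0.85 and -0.87). H2-Eb1 had 14774 ± 3046 normalized counts (SD, n = 2) with PBS and 1699 ± 486 (SD, n = 3) with IRF5-NPs, a log2 fold change of -3.14 (standard error 0.29, limma adjusted p = 0.000929). Cxcl9 had 637 ± 363 (SD, n = 2) and 74.2 ± 12.5 normalized counts (SD, n = 3), a log2 fold change of -2.97 (standard error 0.37, limma adjusted p = 0.00293). The mean log2 value of the M1 genes minus that of the M2 genes was -0.55 ± 0.36 (SD, n = 2) with PBS and -0.45 ± 0.07 (SD, n = 3) with IRF5-NPs. The difference of 0.10 was within the spread between replicates (two-sided exact permutation test, p = 0.8, where the smallest p that the 10 splits allow is 0.1), and it ranged from -0.15 without PBS replicate 1 to 0.38 with background subtraction, an alternative chosen after the data had been seen. For its statement on the expression profile of these macrophages the paper cites Fig. 4j,k and Supplementary Fig. 4. It gives other evidence of an M1-like shift as well. By flow cytometry CD206+ macrophages were fewer and M1-like macrophages more frequent (Fig. 4e-g). Secreted IL-12, IFN-γ and TNF-α were higher and IL-6 was lower (Fig. 4i). These are measures of protein, and the lists here are of transcripts.

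**Figure D2:**
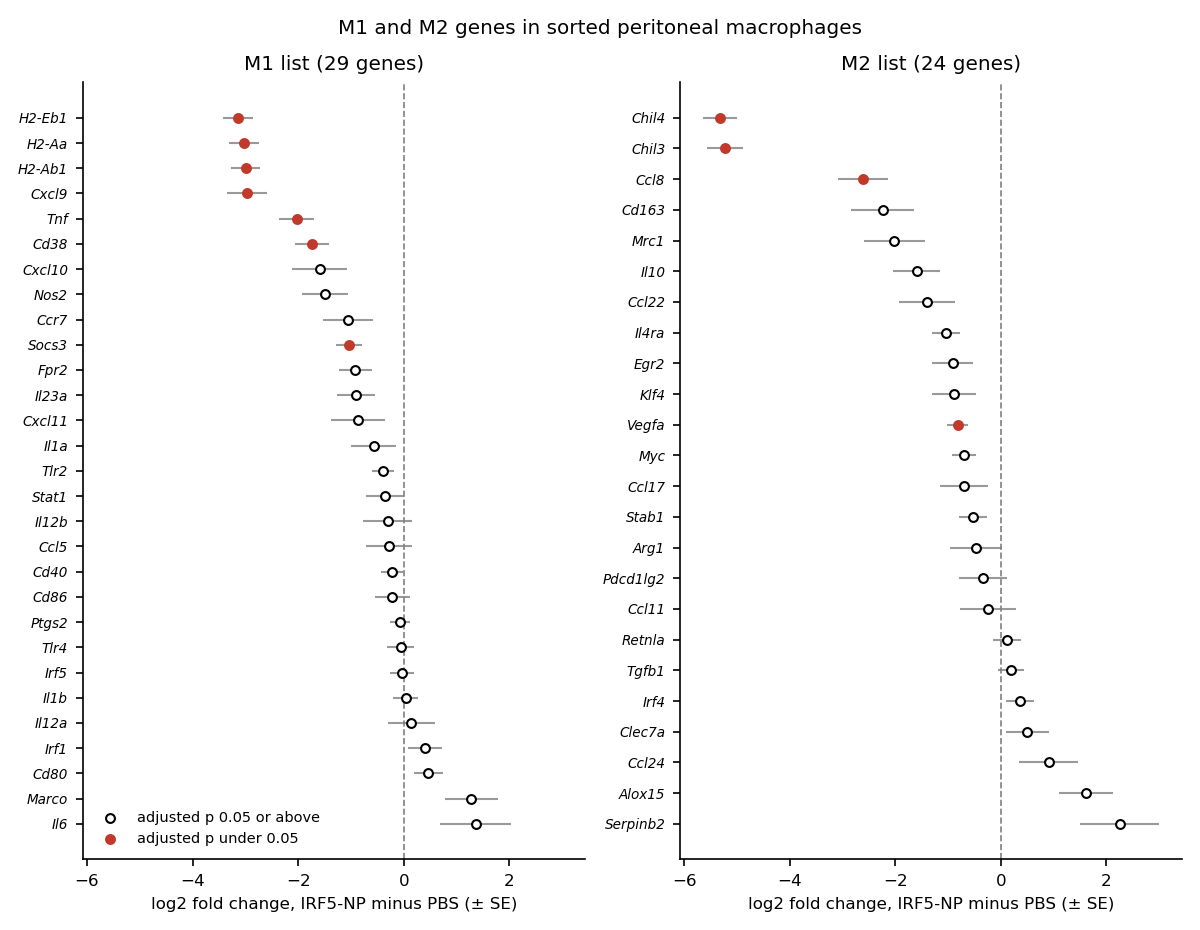
Log2 fold change of IRF5-NPs over PBS, with its standard error, for the 29 M1 genes and the 24 M2 genes, ordered by the change, with filled points for an adjusted p under 0.05. The filled points, 7 among the M1 genes and 4 among the M2 genes, all lie below 0.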

Genome expression profiling confirmed differentiation toward an M1-like macrophage phenotype in IRF5/IKKβ nanoparticle-treated mice (Fig. 4j, k; Supplementary Fig. 4).

### Role of host T cells

To study in more detail how NP-mediated macrophage reprogramming affects the tumor immune cell composition, we phenotyped lymphocytes and myeloid-cells in mesenteric ovarian cancer lesions by confocal microscopy. We found that IRF5/IKKβ NPs increased T cell infiltration into tumors by an average 10.6-fold (CD8) and 3.5-fold (CD4; Fig. 5a, b). Also, densities of neutrophils increased by 16.2-fold (Fig. 5c, d). To measure how much the anti-tumor responses we achieved with IRF5/IKKβ NP macrophage reprogramming were mediated by host T cells, we next used monoclonal antibodies to deplete CD8+ T cells in mice with established ID8 ovarian cancer (Fig. 5e, f). Therapeutic responses between fully immunocompetent and lymphocyte-depleted mice were compared after six IRF5/IKKβ NP doses (D27) using bioluminescence tumor imaging. In the absence of T cells, macrophage-programming IRF5/IKKβ NPs still induced 28.4% (±SE/3.5%; *n* = 5) of the anti-tumor activity observed in the presence of T cells (Fig. 5g). This indicates that T cells contribute to, but are not the sole mediators of, the anti-tumor effects achieved with macrophage-programming nanoparticles.

**Fig. 5:**
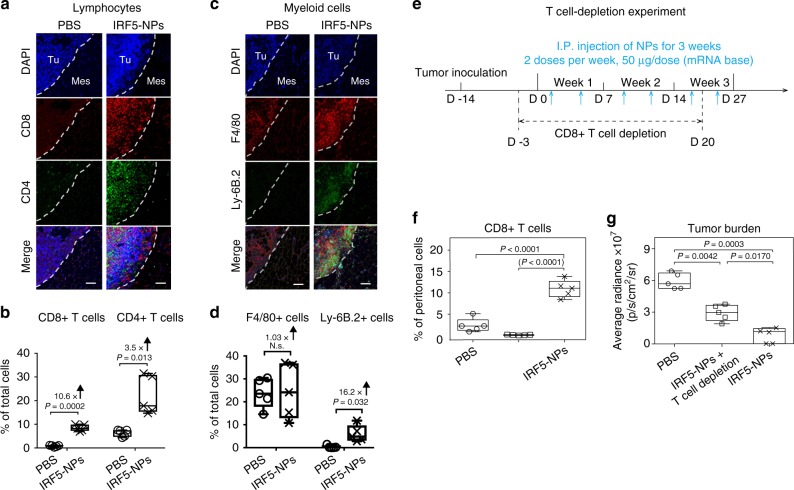
T cells contribute to anti-tumor effects achieved with macrophage-programming nanoparticles. **a**–**e** Nanoparticle-mediated macrophage programming increases T cell recruitment into tumor lesions. Shown are representative confocal images of peritoneal metastases of ID8 ovarian cancer cells in the mesentery. Tissues were collected after 6 biweekly i.p. injections of PBS or IRF5/IKKβ NPs (50 μg mRNA/dose), and were stained for the indicated lymphocyte- and myeloid-markers (**a**, **c**). Tu = Tumor, Mes = Mesentery. Scale bar: 100 μm. **b**, **d** Box plots showing fluorescent signals for each phenotypic marker using Halo™ image analysis software. *N* = 5. The boxes represent the mean values and the line in the box represents median. The bars across the boxes show the minimum and maximum values. Whiskers represent 95% confidence intervals. *N* = 5 biologically independent samples. **e** Experimental design for CD8+ T cell depletion studies in C57BL/6 mice with disseminated ID8 ovarian cancer. To deplete CD8+ T cells, mice were injected i.p. with 1 mg anti-CD8b mAb (YTS169.4) three days before the first nanoparticle administration, followed by one 0.5 mg dose every five days for a total of six doses. **f** Flow cytometry of peritoneal cells collected on day 27 established efficient depletion of CD8+ T cells (average 98.7%). **g** Plots of ID8 tumor luciferase signal intensities after six nanoparticle injections (day 27). On each box plot, the central mark indicates the median, and the bottom and top edges of the box indicate the interquartile range. Whiskers represent 95% confidence intervals. *N* = 5 biologically independent samples. Pairwise differences in photon counts between treatment groups were analyzed using the Wilcoxon rank-sum test. Shown are data for five mice per treatment condition pooled from two independent experiments

### Biodistribution and safety

We next quantified the distribution of nanoparticles in various organs 24 h after intraperitoneal injection using RT-qPCR assays designed to detect only nanoparticle-delivered (codon optimized) IRF5. The highest concentrations of IVT mRNA were found in organs located in the peritoneum, including liver, spleen, intestine, pancreas, and diaphragm (Fig. 6a). We also detected small amounts of particle-delivered mRNA in organs that lie outside of the peritoneum (heart, lungs, kidneys), suggesting that a fraction of i.p. injected nanocarriers entered the systemic circulation. Guided by the distribution data, we next assessed whether these nanoreagents are biocompatible and safe for repeated dosing. Mice were injected with a total of eight doses of IRF5/IKKβ NPs (two 50 μg mRNA doses/week for 4 weeks, Fig. 6b). They were euthanized 24 h after the final dose, body weight was recorded, blood was collected by retro-orbital bleed for serum chemistry, and a complete gross necropsy was performed. There was no difference in body weights or body temperatures between groups (Supplementary Fig. 5). The following tissues were evaluated by a board-certified staff pathologist: liver, spleen, mesentery, pancreas, stomach, kidney, heart, and lungs. Histopathological evaluation revealed in all cases multifocal dense clusters of lymphocytes within or surrounding tumor lesions, but no evidence of inflammation or frank necrosis was observed in tissues where neoplastic cells were not present (Fig. 6c). Also, serum chemistry of IRF5/IKKβ NP-treated mice was comparable to that of PBS controls, indicating that systemic toxicities did not occur (Fig. 6d). Because we detected small amounts of IRF5-mRNA systemically in our biodistribution studies, we designed parallel experiments to quantitate inflammatory cytokines in the peripheral blood. Following a single i.p. injection of IRF5/IKKβ NPs, we measured a moderate and transient increase in serum levels of interleukin-6 (IL-6) to an average of 26.8 pg/mL (Fig. 6e), tumor necrosis factor-α (TNF-α) to an average of 94.7 pg/mL (Fig. 6f), and interleukin-1beta (IL-1β) to an average of 14.1 pg/mL (Fig. 6g). Based on previous reports, these levels are around 500-fold lower than those associated with pathological findings and thus can be considered safe^40,41^.

**Fig. 6:**
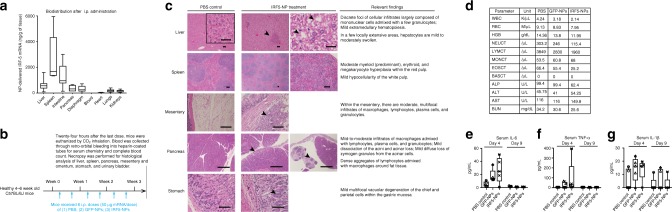
Macrophage-programming mRNA nanocarriers are biocompatible and safe for repeated i.p. dosing. **a** In vivo biodistribution of macrophage-targeted IRF5/IKKβ NPs following i.p. administration. NP-delivered (codon optimized) mRNA was detected by qPCR 24 h after a single injection of particles containing 50 μg mRNA. The boxes represent the mean values and the line in the box represents median. The bars across the boxes show the minimum and maximum values. Whiskers represent 95% confidence intervals. *N* = 19 biologically independent animals. **b**–**d** These panels summarize a pathology report prepared by a Comparative Pathologist at *FHCRC*. **b** Schematic representation of the experimental timeline. **c** Representative H&E-stained sections of various organs isolated from controls or NP-treated animals. Scale bar, 100 µm. Lesions found in the NP-treated animals are shown and described on the right. **d** Serum chemistry and blood counts. Luminex assay measurements of serum IL-6, TNF-α, and IL-1β cytokines 4 or 9 days after a single i.p. injection of IRF5/IKKβ NPs are shown panels (**e**), (**f**), and (**g**), respectively. On each box plot, the central mark indicates the median, and the bottom and top edges of the box indicate the interquartile range. Whiskers represent 95% confidence intervals. *N* = 5 biologically independent samples

### Controlling systemic tumor metastases with intravenous infusions of IRF5/IKKβ nanoparticles

Based on the therapeutic responses we achieved with IRF5/IKKβ NPs administered directly into the peritoneal cavity to treat tumor lesions spread throughout the peritoneum, we next asked whether intravenously infused mRNA nanocarriers could program macrophages systemically to control disseminated disease. RT-qPCR biodistribution studies revealed that i.v.-infused nanocarriers preferentially deliver their mRNA cargo to organs with high levels of resident macrophages/phagocytes, mostly the spleen, liver, and lungs (Fig. 7a). A full histopathological examination of mice after six doses of intravenously infused nanoparticles (30 µg/dose, Fig. 7b) revealed only moderate mononuclear infiltrates in the lungs and liver as well as mild red pulp expansion of the spleen due to myeloid, erythroid, and megakaryocyte hyperplasia (Fig. 7c). Importantly, overall liver function was normal in all IRF5/IKKβ NP-treated mice, with only minimally elevated blood levels of the liver enzymes alanine transaminase (ALT) and aspartate aminotransferase (AST, Fig. 7d). Serum creatinine (CRE) levels were unaltered by nanoparticle infusions, indicating normal renal function (Fig. 7d). In addition, nanoparticle treatments caused only modest increases in the expression levels of inflammatory cytokines (Fig. 7e–g). Taken together, these results indicate IRF5/IKKβ NPs are biocompatible and safe for repeated intravenous dosing. The most prominent histological lesions (mononuclear infiltrates within the parenchyma of the lung and liver) were minor reactions that typically resolve with minimal or no clinical intervention^42^.

**Fig. 7:**
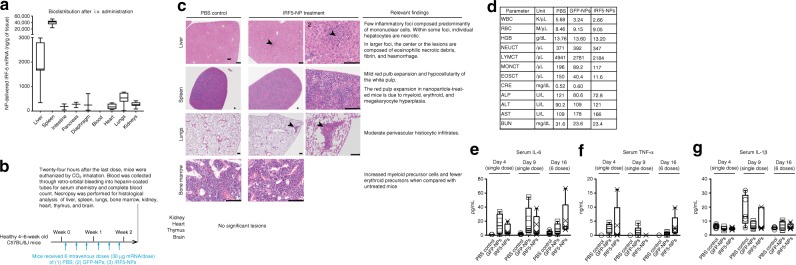
Repeated intravenous infusions of nanocarriers are not associated with systemic toxicities. **a** In vivo biodistribution of macrophage-targeted IRF5/IKKβ NPs following i.v. administration. Codon-optimized mRNA was measured by qPCR 24 h after a single i.v. injection of particles containing 50 μg mRNA. The boxes represent the mean values and the line in the box represents median. The bars across the boxes show the minimum and maximum values. Whiskers represent 95% confidence intervals. *N* = 19 biologically independent animals. **b**–**d** These panels summarize a pathology report prepared by a Comparative Pathologist at *FHCRC*. **b** Schematic representation of the experimental timeline. **c** Representative H&E-stained sections of various organs isolated from controls or NP-treated animals. Scale bars, 100 µm. Lesions found in the NP-treated animals are shown and described on the right. **d** Serum chemistry and blood counts. Luminex assay measurements of serum IL-6, TNF-α, and IL-1β cytokines 4 or 9 days after a single i.v. injection and 2 days after 6 repeated doses (Day 16) of IRF5/IKKβ NPs are shown panels (**e**), (**f**), and (**g**) respectively. On each box plot, the central mark indicates the median, and the bottom and top edges of the box indicate the interquartile range. Whiskers represent 95% confidence intervals. *N* = 5 biologically independent samples

To measure anti-tumor responses in a clinically relevant in vivo test system, we administered particles containing IRF5/ IKKβ mRNA into mice with disseminated pulmonary melanoma metastases (Fig. 8a). Recent work describes the foundational role of monocytes and macrophages in establishing metastases caused by this disease^43,44^, and we confirmed by confocal microscopy that tumor engraftment was coordinate with phagocyte accumulation in the lungs (Fig. 8b). Tumor burdens were determined by bioluminescent imaging, and mice with detectable cancers were sorted into groups that had matching levels. Groups were then randomly assigned to treatment conditions, receiving no therapy (PBS), or intravenous injections of GFP- or IRF5/ IKKβ-encapsulating nanoparticles. We found that only IRF/IKKβ nanoparticle therapy substantially reduced tumor burdens in the lungs; in fact, they improved overall survival by a mean 1.3-fold (Fig. 8c, d). In parallel experiments, mice were sacrificed 22 days after tumor inoculation to validate bioluminescence tumor signals with counts of pulmonary metastases and to assess macrophage polarization by flow cytometry. The total number of metastases in the lungs of IRF5/IKK NP-treated animals was 8.7-fold reduced (average 40 ± SE/16 metastases; *n* = 5) compared to PBS controls (average 419 ± SE/139 metastases; Fig. 8e, f). Flow cytometry of bronchoalveolar lavage fluid cells revealed a strong shift from immune-suppressive (CD206+, MHCII−, CD11c+, CD11b^low^) macrophages (displayed in red) toward activated (CD206-, MHCII+, CD11c−, CD11b+) phagocytes (shown in blue, Fig. 8g, h).

**Fig. 8:**
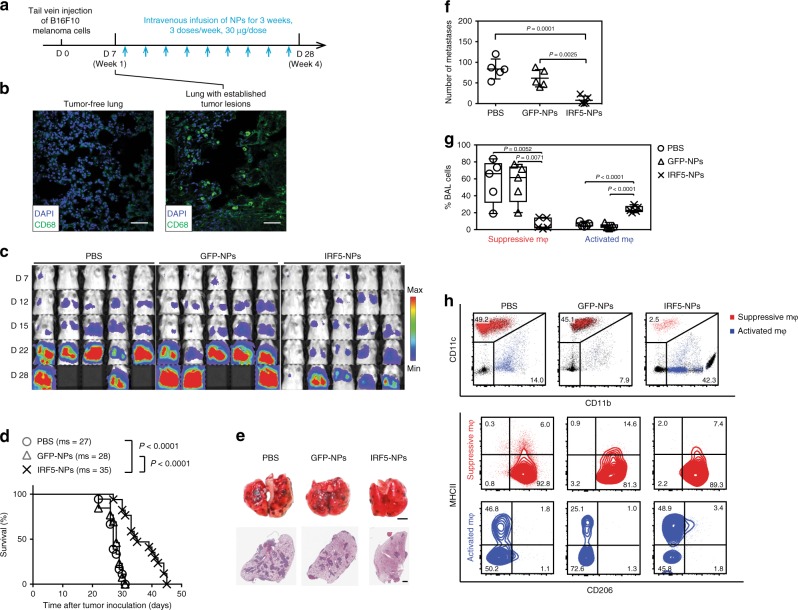
Intravenously infused IRF5/IKKβ nanoparticles can control tumor metastases in the lung. **a**–**g** C57BL/6 albino mice were injected via the tail vein with 1 × 10^6^ B16F10 firefly luciferase-expressing melanoma cells to establish lung metastases. After 7 days, animals were randomly assigned to either the IRF5/IKKβ NP treatment group, a control GFP NP group, or a PBS control. **a** Time lines and dosing regimens. **b** Confocal microscopy of healthy lungs (left panel) and B16F10 tumor-infiltrated lungs (right panel). Infiltrating macrophage populations fluoresce in green. **c** Sequential bioluminescence tumor imaging. **d** Kaplan–Meier survival curves for each treatment group. ms, median survival. Statistical analysis was performed using the log-rank test, and *P* < 0.05 was considered significant. *N* = 10 biologically independent animals. **e** Representative photographs (top row) and micrographs of lungs containing B16F10 melanoma metastases representing each group following 2 weeks of treatment. Counts of lung tumor foci are summarized in (**f**). *N* = 5 biologically independent samples. **g** Phenotypic characterization of monocyte/macrophage populations in bronchoalveolar lavage from each treatment group (*n* = 5 biologically independent samples). The relative percentages of suppressive and activated macrophages are summarized by the data shown in (**h**)

### Programming tumor-suppressing phagocytes to treat glioma

For a third in vivo test system we examined glioma, which is a difficult to manage cancer type where M2-like macrophages represent the majority of non-neoplastic cells and promote tumor growth and invasion^45^. Currently, the standard of care for this disease is radiotherapy, which unfortunately offers only a temporary stabilization or reduction of symptoms and extends median survival by just 3 months^46^. To recapitulate the genetic events and subsequent molecular evolution of the disease, we used the RCAS-PDGF-B/Nestin-Tv-a; *Ink4a/Arf*−/−; *Pten−/−* transgenic mouse model of PDGFβ-driven glioma (PDG mice^47,48^). Brain tissue was stereotactically injected with a mixture of DF-1 cells transfected with either RCAS-PDGFβ or RCAS-cre retrovirus (1:1 mixture, 2 µL). Overexpression of the PDGFβ oncogene and the absence of the tumor suppressor genes Ink4a-arf and Pten in glioma progenitors led to the formation of 4–5 mm diameter tumors (Fig. 9a) with a nearly complete penetrance within 21 days (as established previously^47^). Using immunofluorescence, we confirmed the presence of tumor-infiltrating (CD68^+^) macrophages (Fig. 9b, indicated in red) in established gliomas (shown in green). Flow cytometry revealed that the F4/80+, CD11b+ macrophage population accounted for 32.8% of total cells in the tumor, which is ninefold higher than seen in age-matched healthy control mice (3.7%) (Fig. 9c). The PDG mice in our experiments express the firefly luciferase gene linked to a key cancer gene promoter. Bioluminescence from this reporter has been demonstrated to be positively correlated with tumor grade^49^, so we used it to monitor tumor development every four days after the onset of treatment. We first tested IRF/IKKβ NPs as a monotherapy: PDG mice received intravenous infusions of 9 doses of NPs loaded with IRF5/IKKβ mRNA, or PBS in the control group (3 doses/week for 3 weeks). We first found that IRF/IKKβ NP treatments only modestly suppressed tumor progression (producing on average only a 5-day survival advantage compared to untreated controls; Fig. 9d). However, combining radiotherapy as the standard-of-care with IRF5/IKKβ NP injections substantially reduced tumor growth and more than doubled the survival of treated mice compared to the PBS control group (52 days versus 25 days, respectively; Fig. 9e, f).

**Fig. 9:**
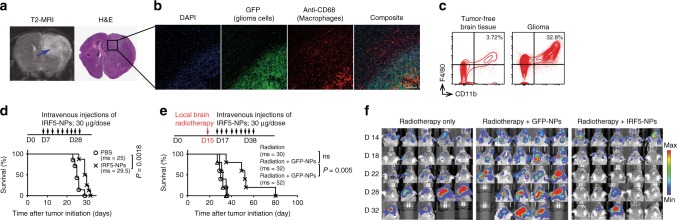
Macrophage reprogramming improves the outcome of radiotherapy in glioma. **a** T2 MRI scan, and histological staining following initiation of a PDGFβ-driven glioma in RCAS-PDGF-B/Nestin-Tv-a; *Ink4a/Arf*−/−; *Pten−/−* transgenic mice on post-induction day 21. **b** Confocal microscopy of CD68+ TAMs infiltrating the glioma margin. Scale bar 300 µm. **c** Flow cytometry analysis of macrophage (F4/80+, CD11b+) populations in healthy brain tissue versus glioma. **d**, **e** Kaplan–Meier survival curves of mice with established gliomas receiving IRF5/IKKβ treatments as a monotherapy (**d**) or combined with brain tumor radiotherapy (**e**). Time lines and dosing regimens are shown on top. Ms, median survival. Statistical analysis was performed using the log-rank test, and *P* < 0.05 was considered statistically significant. *N* = 5 biologically independent animals. **f** Sequential bioluminescence imaging of tumor progression

In conclusion, our in vivo results from three preclinical solid tumor models demonstrate that nanoparticles, administered either locally or systemically, can deliver genes encoding master regulators of macrophage polarization to re-program immunosuppressive macrophages into tumor-clearing phenotypes.

### Translation from murine to human macrophages

To confirm that our data acquired in mice have relevance to treat human disease, we fabricated NPs delivering IVT mRNA encoding human IRF5 and IKKβ (huIRF5 NPs). We used the human monocytic cell line THP-1 as a well-established M1 and M2 macrophage polarization model to test these nanocarriers^50,51^. M2-type macrophages were generated by treating THP-1 cells with PMA and polarizing them with IL-4 and IL-13 (Fig. 10a). To confirm that huIRF5 NPs are functional and activate the IRF pathway, we transfected THP1-Lucia^TM^ ISG cells with nanoparticles loaded with huIRF5/IKKβ or GFP control mRNAs. THP1-Lucia^TM^ ISG cells secrete the fluorescent Lucia reporter under the control of an IRF-inducible promoter. This composite promoter is comprised of five IFN-stimulated response elements (ISRE) fused to an ISG54 minimal promoter, which is unresponsive to activators of the NF-κB or AP-1 pathways. As a result, THP1-Lucia™ ISG cells allow the monitoring of the IRF pathway by determining the activity of the Lucia luciferase. We found that huIRF5 NPs strongly upregulated luciferase expression in M2-polarized THP-1 cells, indicating that the mRNA constructs we designed are functional in human cells (Fig. 10b, c). To determine whether IRF5 pathway activation can re-program M2-polarized THP-1 cells toward an M1-like phenotype, we measured secretion of the pro-inflammatory cytokine IL-1β following NP transfection. Production of IL-1β was significantly increased in THP-1 cells transfected with huIRF5 NPs versus untransfected controls (mean 21-fold; *P* < 0.0001; unpaired, two-tailed Student’s *t* test; Fig. 10d), which correlated with a robust upregulation (10.9-fold increased MFI, *P*<0.0001; unpaired, two-tailed Student’s *t* test) of the M1 macrophage cell surface marker CD80 (Fig. 10e). Based on these data, we began working with the *Nanotechnology Characterization Laboratory* at the *National Cancer Institute* to further characterize the quality and biocompatibility of our nanocarriers, according to FDA regulations for nanomedicine with the goal of submitting an IND for a first-in-human clinical trial to test with chemotherapy-resistant ovarian carcinoma patients.

**Fig. 10:**
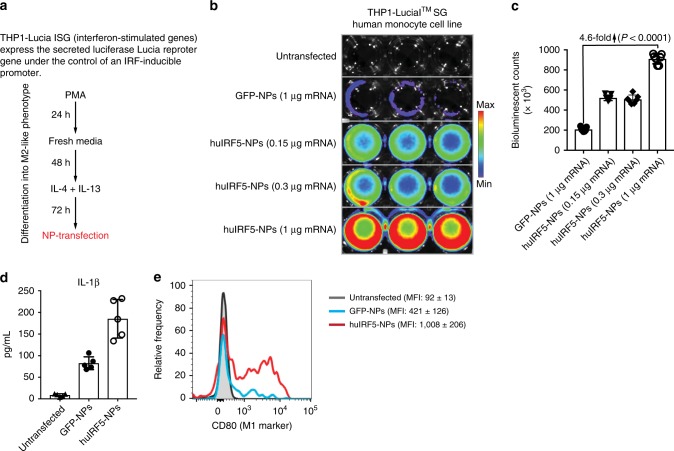
MRNA-carrying nanoparticles encoding human IRF5/IKKβ reprogram human macrophages. **a** Time line and culture conditions to differentiate the human THP-1 monocytic cell line into suppressive M2-like macrophages. **b** Bioluminescent imaging of M2-differentiated THP1-Lucia cells cultured in 24-well plates and transfected with indicated concentrations of NPs carrying human IRF5/ IKKβ mRNA versus control GFP mRNA. Shown are three representative wells per group. Levels of IRF-induced Lucia luciferase were determined 24 h after transfection using Quanti-Luc. Bioluminescent counts are summarized in the bar graph shown in (**c**). *N* = 5 biologically independent samples. Differences in IL-1β cytokine secretion and surface expression of the M1-macrophage marker CD80 are shown in (**d**) and (**e**), respectively. Shown are mean values ± SD

## Discussion

In vitro transcribed (IVT) mRNA is gaining momentum as a potential new drug class for induction of antigen-specific immunity, especially in the field of immuno-oncology^52^. IVT has also been used as a starting material for cell therapy approaches aimed at gene editing or immune interventions^53–55^. Here, we explored the use of IVT mRNA to reprogram TAMs as a strategy to treat cancer. We demonstrate that suppressive M2 macrophages can be genetically reconfigured in situ into tumor-clearing M1 cells by nanoparticles targeted to provide them with genes encoding master regulators of macrophage polarization.

For our proof-of-concept, we chose to express IRF5 and its activating kinase IKKβ rather than other members of the IRF protein family that can induce M1 differentiation to subsets (e.g., IRF1 or IRF8) because of the diverse impact IRF5 has on the activation of genes encoding type I interferon, inflammatory cytokines, and tumor suppressors^36,56^. However, our group is also interested in testing whether combinations of IRFs (e.g., IRF5 and IRF8) can synergistically improve the anti-tumor potential we describe here. Furthermore, engineered versions of IRF proteins with supra-physiological function have been reported, and we will examine these before moving the technology into clinical trials^57,58^. Because some IRF proteins (e.g., IRF3 and IRF4) can induce inhibitory M2 phenotypes^59^, the approach we describe here could also be used to develop injectable nanomedicine configured to treat autoimmune diseases where inflammatory macrophages play key roles in the pathogenesis, such as systemic lupus erythematosus, rheumatoid arthritis, Sjogren's syndrome, multiple sclerosis, and inflammatory bowel disease^60^. Our platform is therefore highly adaptable and could be explored beyond cancer therapy for a wide range of disease types that are caused or facilitated by macrophages.

The structural and chemical modifications we integrated into the nanoparticle-delivered IVT mRNA constructs (depicted in Fig. 2a) have been used before to ensure intracellular stability, translational efficiency, and low immunogenicity. In particular, the incorporation of the modified nucleosides pseudouridine and 5-methylcytidine into IVT mRNA has been shown to substantially reduce immune stimulation and stabilize the molecule against RNase cleavage^32,61^, and these modifications have been shown to improve cytosolic persistence and protein expression^32^.

Immune responses generated by unmodified mRNA can be beneficial for vaccination purposes, which is currently one of the major clinical applications of mRNA drugs^52,62^. These self-adjuvanted vaccines are administered subcutaneously or intramuscularly, where they locally induce innate immune responses. However, for our technology, nonspecifically-induced innate immune effects comprise a detriment: in situ reprogramming of macrophages relies on systemic or intraperitoneal infusions of mRNA therapeutics, which means unmodified mRNA constructs would cause wide-spread inflammatory toxicities and thus translational shutdown and premature degradation of the RNA. We demonstrate in Figs. 6 and 7 that IRF5/IKKβ NPs incorporating modified mRNAs are safe for repeated dosing, with only modest increases in the expression levels of inflammatory cytokines. To further improve clinical safety, the pseudouridine nucleotides used in our studies could be replaced with the recently developed N1-methyl-pseudouridine (N1mψ) analog, which further reduces immunogenicity and at the same time improves translation of mRNA therapeutics^63^.

Our choice for the nanocarrier substrate was primarily guided by safety, along with compatibility with scale-up production under GMP-conditions to facilitate carrying this nanomedicine forward into human studies. Our group tested a panel of cationic materials, including hyperbranched STAR Polymer^64^, polyethylene glycol-grafted polyethylenimine^65^, and mesoporous silica nanoparticles^66^, and selected PBAE 447 based on its superior transfection efficacy and low biomaterial-mediated cytotoxicity in primary macrophages. The safety of PBAE 447 is related to its high biodegradability, resulting in a half-life between 1 and 7 h in aqueous conditions^67^. This time frame is ideal for mRNA gene therapy, as the polymer condenses and effectively protects nucleic acids against degradation while they are within the endosome, but releases them once the nanoparticles come in contact with the cytoplasm. These nanocarriers can be manufactured using a fast (<10 min) two-step, charge-driven self-assembly process. In the first step, IVT mRNA is complexed with a positively-charged PBAE polymer, which condenses the mRNA into nano-sized complexes (Fig. 2b, c). This is followed by the addition of pre-formed PGA functionalized with Di-mannose, which shields the positive charge of the PBAE-mRNA particles and confers M2 macrophage-targeting. Using a fully-automated continuous-flow microfluidics system, we can now manufacture these nanodrugs with nearly uniform physical and functional characteristics at clinical scales.

At this point, it isn’t difficult to predict the ways our system can extend beyond a carrier that conveys IVT mRNA across the cell membrane of macrophages. For example, we know from our therapeutic studies that administration of control nanoparticles delivering mRNA encoding GFP instead of IRF5/IKKβ is insufficient to induce significant therapeutic benefits (Fig. 4b, Fig. 8d, e, Fig. 9f). In fact, gene expression analysis of GPF NP-transfected M2-like macrophages revealed a slight shift toward the M1 phenotype (Fig. 3b–d), suggesting that the mere uptake of these neutrally charged particles may induce signals that facilitate M1 polarization.

As expected for a therapeutic approach that does not directly target or lyse tumor cells, IRF5/IKKβ programming of macrophages delayed tumor progression but did not eradicate the disease in the majority of treated animals. Considering the substantial role TAMs play in cancer proliferation, angiogenesis, invasion, and metastasis^44^, we suspect that our platform could be used to its best advantage as a companion therapeutic for patients that are refractory to other treatments such as immune checkpoint inhibitors, cancer vaccines, T cell therapies, or antibody approaches.

Our first clinical translation of this technology at *Fred Hutchinson Cancer Research Center* will be as a monotherapy administered directly via intraperitoneal catheter to treat ovarian cancer patients (as illustrated in Fig. 1). Intraperitoneal chemotherapy, given in cycles over 6–9 weeks, is now standard of care for ovarian cancer patients^68,69^, which means clinical protocols are already in effect on how to best introduce, maintain, and eventually remove the catheter. The advantages to delivering nanoparticles directly into the abdominal cavity in the first Phase 1 trial are: (i) increased safety (limited systemic exposure, and the option to drain and flush the peritoneal cavity as required), (ii) high volume (up to 1 L of nanoparticles can be safely administered via catheter within minutes), and (iii) direct physical targeting (as ovarian cancer lesions are usually confined within the peritoneal cavity). The results of these investigations will provide important information for the design of Phase 1 trials for systemic applications aimed at treating less-focalized forms of cancer.

## Methods

### Cell lines

The murine ovarian cancer cell line ID8, a gift from Dr. Katherine Roby (University of Kansas Medical Center, Kansas City, KS)^70^, was cultured in DMEM supplemented with 4% FBS and 5 μg/ml insulin, 5 μg/ml transferrin, and 5 ng/ml sodium selenite (all Sigma-Aldrich). To generate the more aggressive vascular endothelial growth factor (VEGF)-expressing strain, we transfected ID8 tumor cells with the pUNO1 plasmid (Invivogen) encoding murine VEGF and the blasticidin-resistance gene. To obtain stable transfectants, tumor cells were cultured in complete medium containing 10 μg/ml Blasticidin (InvivoGen) for three weeks. The THP1-Lucia^TM^ ISG cells (interferon regulatory factor-inducible reporter monocytes) were purchased from InvivoGen (Cat# thp1-isg) and cultured in RPM1–1640 supplemented with 0.05 mM 2-mercaptoethanol and 10% fetal bovine serum (FBS). All cell lines tested negative for mycoplasma based on DNA-based PCR tests (DDC Medical).

### PbAE synthesis

We combined 1,4-butanediol diacrylate with 4-amino-1-butanol in a 1:1 molar ratio of diacrylate to amine monomers. Acrylate-terminated poly(4-amino-1-butanol-co-1,4-butanediol diacrylate) was formed by heating the mixture to 90 °C with stirring for 24 h. 2.3 g of this polymer was dissolved in 2 mL tetrahydrofuran (THF). To form the piperazine-capped 447 polymer, 786 mg of 1-(3-aminopropyl)−4-methylpiperazine in 13 mL THF was added to the polymer/THF solution and stirred at room temperature (RT) for 2 h. The capped polymer was precipitated with 5 volumes of diethyl ether, washed with 2 volumes of fresh ether, and dried under vacuum for 1 day. Neat polymer was dissolved in dimethyl sulfoxide (DMSO) to a concentration of 100 mg/mL and stored at −20 °C.

### PGA conjugation to Di-mannose

α-D-mannopyranosyl-(1→2)-α-D-mannopyranose (Di-mannose, Omicron Biochemicals Inc.) was modified into glycosylamine before being conjugated to PGA. First, the Di-mannose (157 mg) was dissolved in 10.5 mL of saturated aqueous ammonium carbonate, then stirred at RT for 24 h. On the second day, more solid ammonium carbonate was added until the Di-mannose precipitated from the reaction solution. The mixture was stirred until completion, as measured by TLC, followed by lyophilization to remove the excess ammonium carbonate. Complete removal of volatile salt was accomplished by re-dissolving the solid in methanol. These procedures created an amine on the anomeric carbon for future conjugation with PGA.

To conjugate aminated Di-mannose to PGA, the substrate was dissolved in water to 30 mg m/L, then sonicated for 10 min Ethyl-N′-(3-dimethylaminopropyl) carbodiimide•HCl in water (4 mg/mL, 30 equiv.) was added with mixing at RT for 4 min N-hydroxysulfosuccinimide in water (30 mg/mL, 35 equiv.) was incubated with the PGA/EDC solution for 1 min Aminated Di-mannose in phosphate-buffered saline (PBS) was combined with the resulting activated PGA in a 44:1 molar ratio and mixed at RT for 6 h. Excess reagents were removed by dialysis against water for 24 h.

### mRNA synthesis

Codon-optimized mRNA for eGFP, IRF5, and IKK (TriLink Biotechnologies) were capped with the Anti-Reverse Cap Analog 3′-O-Me-m7G(5′)ppp(5′)G (ARCA), and fully substituted with the modified ribonucleotides pseudouridine (Ψ) and 5-methylcytidine (m5C).

### Nanoparticle preparation

IRF5 and IKKβ mRNAs were combined at a 3:1 (w:w) ratio and diluted to 100 μg/mL in 25 mM sodium acetate (NaOAc) buffer (pH = 5.2). PbEs)−447 (PbAE-447) polymer in DMSO (prepared as described above) was diluted from 100 μg/μL to 6 μg/μL, also in NaOAc buffer. To form the nanoparticles, PbAE-447 polymers were added to the mRNA at a ratio of 60:1 (w:w) and vortexed immediately for 15 s at a medium speed, then the mixture was incubated at RT for 5 min to allow the formation of PbAE-mRNA polyplexes. In the next step, 100 μg/mL PGA/Di-mannose in NaOAc buffer was added to the polyplexes solution, vortexed for 15 s at medium speed, and incubated for 5 min at room temperature. In this process, PGA/Di-mannose coated the surfaces of PbAE-mRNA polyplexes to form the final NPs. For long-term storage, D-sucrose (60 mg/mL) was added to the NP solutions as a cryoprotectant. The nanoparticles were snap-frozen in dry ice, then lyophilized. The dried NPs were stored at −20 °C or −80 °C until use. For in vivo experiments, lyophilized NPs were re-suspended in water at a 1:20 (w:v) ratio.

### Characterization of nanoparticle size distribution and ζ-potential

The physiochemical properties of NPs (including hydrodynamic radius, polydispersity, ζ-potential, and stability) were characterized using a Zetapals instrument (Brookhaven Instrument Corporation) at 25 °C. To measure the hydrodynamic radius and polydispersity based on dynamic light scattering, NPs were diluted fivefold into 25 mM NaOAc (pH = 5.2). To measure the ζ-potential, NPs were diluted 10-fold in 10 mM PBS (pH = 7.0). To assess the stability of NPs, freshly prepared particles were diluted in 10 mM PBS buffer (pH = 7.4). The hydrodynamic radius and polydispersity of NPs were measured every 10 min for 5 h, and their sizes and particle concentrations were derived from Particle Tracking Analysis using a Nanosite 300 instrument (Malvern). Freshly made NPs (25 μL containing 0.83 μg of mRNA) were deposited on glow discharge-treated 200 mesh carbon/Formvar-coated copper grids. After 30 s, the grids were treated sequentially with 50% Karnovsky’s fixative, 0.1 M cacodylate buffer, dH_2_O, then 1% (w/v) uranyl acetate. Samples were imaged with a JEOL JEM-1400 transmission electron microscope operating at 120 kV (JEOL USA).

### Bone marrow-derived macrophages (BMDMs) and other cell lines

To prepare BMDMs, bone marrow progenitor cells were harvested from mouse femurs following established protocols^71^. These cells were cultured in complete medium [DMEM supplemented with 4.5 g/L D-glucose, L-glutamine, 10% heat-inactivated FBS, 100 U/mL penicillin and 100 μg/mL, Glutamax 50 mL/500 mL, supplemented with 20 ng/mL M-CSF (Peprotech, cat#315–02)] at a seeding density of 0.5–1.0 e6/ml. Cells were allowed to differentiate into BMDMs ex vivo for 7 days under 5% CO_2_ at 37 °C. Next, they were conditioned with macrophage-conditioned medium [macrophage complete medium supplemented with 20 ng/mL MPLA (Sigma, cat#L6895) or 20 ng/mL IL4 (eBioscience, cat# 34–8041)]. BMDMs were used between 7–21 days ex vivo. The murine ovarian cancer cell line ID8, a gift from Dr. Katherine Roby (University of Kansas Medical Center, Kansas City, KS), was cultured in DMEM supplemented with 10% FBS, 100 U/mL penicillin, 5 μg/mL insulin, 5 μg/mL transferrin, and 5 ng/mL sodium selenite (all Sigma-Aldrich). To generate the more aggressive VEGF-expressing ID8 strain, we transfected ID8 tumor cells with the pUNO1 plasmid (InvivoGen) encoding murine VEGF along with the blasticidin-resistance gene. To obtain stable transfectants, tumor cells were cultured in complete medium containing 10 μg/mL blasticidin (InvivoGen) for 3 weeks. The B16F10 melanoma cell line (American Type Culture Collection) was cultured in complete RPMI 1640 medium with 10% FBS, 100 U/mL penicillin, 2 mM/L-glutamine, 1.5 g/L sodium bicarbonate, 4.5 g/L glucose, 10 mM HEPES, 1.0 mM sodium pyruvate, and 0.05 mM 2-mercaptoethanol. For in vivo bioluminescent imaging, both ID8-VEGF and B16F10 cell lines were retrovirally transduced with firefly luciferase. The DF-1 cell line carrying RACS-PDGFβ or RCAS-cre retrovirus was cultured in complete medium supplemented with 10% FBS and 100 U/mL penicillin under 5% CO_2_ at 39 °C_._

### mRNA transfection of BMDMs

One day prior to transfection, BMDMs were reseeded on 24-well plates in macrophage complete medium at a concentration of 250,000/well. Before transfection, the complete medium was replaced with 300 µL unsupplemented DMEM. To transfect these cells, NPs containing 2 µg mRNA were added into the base medium and co-cultured with the BMDMs at 37 °C. After 1 h, medium containing NPs was removed, and the cells were cultured an additional 24 h before evaluation of transfection efficiency and cell viability.

### Transfection of BMDMs for macrophage signature gene analysis

BMDMs were reseeded on 24-well plates in conditioned medium 24 h prior to transfection, allowing transformation of the cells into their phenotypes. M2-like macrophages were then exposed to either IRF5/IKKβ NPs carrying 25% eGFP mRNA as a reporter, or eGFP NPs (control) containing 2 µg mRNA, following the transfection protocol described above. After 24 h, the top 10% of highly transfected BMDMs (as measured by eGFP expression) were sorted at 24 h after transfection and were re-challenged in low-dose (10 ng/mL) IL4 medium for another 48 h before RNA isolation. RNAs extracted from these cells were compared to those from standard M1- or M2-like macrophages so we could identify signature genes associated with IRF5-NP treatment.

### RNA isolation and preparation

To harvest RNAs, BMDMs were lysed in Trizol reagent (Ambion), and total RNAs were extracted and purified using RNeasy® Plus Universal Mini-Kits (QIAGEN) following the manufacturer’s instructions. Sample RNA was quantified using a NanoDrop Microvolume Spectrophotometer (Thermo Fisher) and then subjected to quality control performed by the *FHCRC Genomics Shared Resource* with an Agilent 4200 TapeStation analyzer (Agilent).

### IRF5 protein ELISA

Following nanoparticle transfection, macrophage cell pellets were subjected to total protein extraction using RIPA Lysis and Extraction Buffer supplemented with Halt Protease Inhibitor Cocktail and Halt Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific), following the manufacturer's protocol. After the protein concentration in each sample was quantified via a BCA assay, the IRF5 concentration from each sample was evaluated using the ELISA assay (LS-F21481, LSBio, WA). The IRF5 concentrations measured by ELSA were normalized by the total protein concentration.

### Macrophage signature gene analysis using NanoString technology

Gene expression values from stimulated BMDM cultures were measured using the nCounter® Myeloid Innate Immunity Panel (NanoString Technology), which analyzes 770 genes occurring in 19 different pathways and processes them across seven different myeloid cell types. The samples were tested using an nCounter Analysis System (NanoString Technologies). Raw data were processed and checked for quality using the R/Bioconductor NanoStringQCPro software package^72^. Expression values were normalized to the geometric mean of housekeeping genes and log2-transformed using nSolver 4.0 software (NanoString Technologies). False Discovery Rates for ratio data were calculated from the *p*-values returned by the *t*-tests using the Benjamini-Yekutieli method.

### Flow cytometry and cell sorting

Cells obtained from spleen, blood, peritoneal lavage, and bronchoalveolar lavage were analyzed by flow cytometry with myeloid and lymphoid immunophenotyping panels using the anti-mouse antibody probes listed in Supplementary Table 1. Primary antibodies applied in the flow cytometry analysis are listed as follows: CD45 (eBioscience catalog # 48–0451, 1:800), MHC I-A/I-E (Biolegend catalog # 107622, 1:400), CD11b (BD Biosciences catalog # 557657, 1:200), CD11c (BD Biosciences catalog # 5624547, 1:200), Ly6C (eBioscience catalog # 45–4932, 1:200), Ly6G (Biolegend catalog # 127624, 1:200), CD206 (Biolegend catalog # 141732, 1:200), CD335 (Nkp46) (BD Biosciences catalog # 565085, 1:800), CD4 (Biolegend catalog # 100540, 1:400), CD44 (BD Biosciences catalog # 562464, 1:400), CD49B (BD Biosciences catalog # 740250, 1:200), CD62L (Biolegend catalog # 104428, 1:200), CD8 (Biolegend catalog # 100712, 1:400), TCR- β chain (Biolegend catalog # 127908, 1:400), F4/80 (eBioscience catalog # 12–4801, 1:400). Data were collected using a BD LSRFortessa analyzer running FACSDIVA software (Beckton Dickinson). CD11b+ and F4/80+ peritoneal macrophages were sorted using BD FACS ARIA II. All collected data were analyzed using FlowJo 10.0 software.

### Cytokine analysis

Cytokine levels were evaluated using a Luminex 200 system (Luminex) at the *FHCRC Immune Monitoring Shared Resource* center. For ex vivo studies, cell culture supernatant was collected for the measurement of IL-6, IL-12p70, INFγ, and TNFα concentrations. For in vivo studies, plasma concentration of GM-CSF, INFγ, IL-12p70, IL-2, IL-6, and TNFα were measured. IL-1β cytokine levels were measured using the Invitrogen ELISA kit (REF#88–7013).

### Histology

Immunofluorescence, immunohistochemistry (IHC), and hematoxylin and eosin (H&E) analysis were performed on mouse intestinal mesentery tissue. For all histopathology analyses, tissues were fixed in 4% neutral buffer formalin before further processing. Four-micron sections were cut and stained with the Leica Bond Rx (Leica Biosystems, Buffalo Grove, IL). For IHC DAB staining, slides were pretreated with Leica Bond Epitope Retrieval Solution for 20 min Endogenous peroxidase was blocked with Leica peroxide block for 5 min A TCT protein block was applied for 10 min (0.05 M Tris, 0.15 M NaCl, 0.25% Casein, 0.1% Tween 20, pH 7.6). Primary antibody was applied to the tissue for 60 min The antibody was then detected using a specific polymer and staining was visualized with Bond Polymer Refine Detection DAB (Leica Biosystems catalog# D59800); a hematoxylin counterstain was also used (Leica). Primary antibodies applied in the immunofluorescence and IHC DAB analysis are listed as follows: Ly6B.2 (Bio-Rad catalog # MCA771GA, 1:7500), F4/80 (Cell Signaling catalog # 770765, 1:6000), CD4 (eBioscience catalog # 14–976–32, 1:4000), CD8 (eBioscience catalog # 14–0808–82, 1:4000), Cytokeratin 8/18 (University of Iowa Hybridoma Bank; catalog # TROMA-1, 1:100). DAPI (Sigma Catalog 8417–10MG) was used at 5 µg/ml in PBS.

A Perkin Elmer Vectra 3.0 Automated Imaging Platform was used to acquire the fluorescence images of intestinal mesentery slides under ×20 magnification. These images were analyzed using HALO Image Analysis Modules. The Cytonuclear for FL function was applied to calculate %CD4+ cells, %CD8+ cells and %F4/80+ %Ly6B.2+ cells among all cells in the tumor region. For each sample group, five tissue slides prepared from three mice were analyzed to obtain statistically significant data.

### qRT-PCR analysis

Gene expression levels were determined by qRT-PCR. To measure selected macrophage signature genes (SerpinB2, Retnla, Ccl5, Ccl11, codon-optimized IRF5, endogenous IRF5, and housekeeping GAPD genes), total RNA was isolated with RNeasy mini-columns (Qiagen) according to the manufacturer’s instructions. cDNA was synthesized using a qScript cDNA Synthesis Kit (Quanta). For each sample, qRT-PCR was performed in triplicate via PerfeCTa qPCR SuperMix Low ROX (Quanta) using gene-specific probes from the Roche’s Universal Probe Library (UPL) and PCR primers optimized by ProbeFinder (Roche): SerpinB2, UPL -049, F-ACTGGGGCAGTTATGACAGG, R-GATGATCGGCCACAAACTG; Retnla, UPL-078, F-TTGTTCCCTTCTCATCTGCAT, R-CCTTGACCTTATTCTCCACGA; Ccl5, UPL-105, F-CCTACTCCCACTCGGTCCT, R-CTGATTTCTTGGGTTTGCTGT; Ccl11, UPL-018, F-AGAGCTCCACAGCGCTTC, R- CAGCACCTGGGAGGTGAA; codon-optimized IRF5, UPL-022, F-TCTTAAAGACCACATGGTAGAACAGT, R-AGCTGCTGTTGGGATTGC; endogenous IRF5, UPL-011, F-GCTGTGCCCTTAACAAAAGC, R-GGCTGAGGTGGCA TGTCT. Signature gene mRNA levels were normalized based on amplification of GAPD, UPL-060, F-AGCCACATCGCTCAGACAC and R-GCCCAATACGACCAAATCC. All qRT-PCR reactions were performed using Quant Studio5 RT-PCR machines running QuantStudio6 software (Applied Biosystems). In cases when the amplification plot did not cross the threshold and no Ct value was obtained (“undetermined”), a Ct value equal to the highest cycle number of in the assay (40 cycles) was used for comparisons of relative expression.

### Mice and in vivo tumor models

Except for the brain tumor model-related experiments, the mice used in these experiments were obtained from Jackson Laboratory; the others were bred and housed in the FHCRC animal facility. All of the mice were used in the context of a protocol approved by the center’s *Institutional Animal Care and Use Committee*. To model ovarian tumors, 5 × 10^6^ vascular epithelial growth factor (VEGFP)-expressing ID8 cells were injected intraperitoneally (i.p.) into 4- to 6-week-old female albino B6 (C57BL/6J-Tyr<c-2J>) mice and allowed to establish for 2 weeks. For survival studies, the animals were treated i.p. with IRF5 NPs/eGFP NPs carrying 50 μg mRNA (two doses per week for 9 weeks, or until health conditions reached euthanizing requirements). For mechanism studies, we used the treatments for either 1, 2, or 3 weeks, followed by euthanization at 48 h following the last dose. Peritoneal lavage was performed to collect the peritoneal cells. To compare the efficacy of IRF5/IKKβ NPs with status quo macrophage targeting therapies, one group of mice received treatment with IRF5/IKKβ NPs carrying 50 μg mRNA for 3 weeks with 2 doses per week; the second received oral gavage of 15 mg/kg PI3Kγ inhibitor IPI-594 (MedKoo Biosciences Inc) formulated in vehicle (5% 1-methyl-2-pyrrolidinone in polyethylene glycol 400) daily for 3 weeks; the third group received i.p. injection of 30 mg/kg CSF1R inhibitor Pexidartinib (PLX3397, MedKoo Biosciences Inc) formulated in the same vehicle daily for 3 weeks.

To model metastatic lung cancer, 2.5 × 10^4^ B16F10 cells transduced with F-luc and suspended in 200 μL RPMI medium were injected into 4- to 6-week-old female albino B6 (C57BL/6J-Tyr<c-2J>) mice (Jackson Laboratories) and allowed to establish for 1 week. For survival studies, mice were treated retro-orbitally with (or without) IRF5/IKKβ or eGFP NPs carrying 30 μg mRNA suspended in PBS. Mice were treated with 3 doses/wk for 3 weeks or until health conditions reached euthanizing requirements. For mechanism studies, the mice received the same treatments for 2 weeks. Bronchoalveolar lavage was performed to collect alveolar cells for analysis.

Mice bearing glioma were generated following published protocols^49^. Avian DF-1 cells producing RCAS-PDGFβ and RCAS-cre retroviruses were injected intracranially into both brain hemispheres (coordinates: 1 mm caudal from bregma, 2 mm lateral, depth of 2 mm from the dural surface) of Nestin-tv-a/Ink4a-arf−/−; Pten−/− mice (C57BL/6) between 4–6 weeks of age. Tumors were allowed to establish for 2 weeks. At day 15, mice received 10Gy radiation to one hemisphere, while the unirradiated hemisphere was shielded with lead. The next day, mice received retro-orbital injections of IRF5/IKKβ NPs carrying 30 µg mRNA (3 doses/wk for 3 weeks), or were assigned to the PBS control group.

### In vivo bioluminescence imaging

D-Luciferin (Xenogen) in PBS (15 mg/mL) was used as a substrate for firefly luciferase imaging. Bioluminescence images were collected with a Xenogen IVIS Spectrum Imaging System (Xenogen). Mice were anesthetized with 2% isoflurane (Forane, Baxter Healthcare) before and during imaging. For ID8-VEGF ovarian tumors, each mouse was injected i.p. with 300 µg of D-Luciferin, and images were collected 10 min later. For B16F10 lung metastatic tumors, mice were injected i.p. with 3 mg of D-Luciferin, and images were collected 15 min afterwards. For brain tumor models, the mice received retro-orbital injection of 75 mg/kg body weight D-Luciferin, and images were collected 4 min later. Acquisition times ranged from 10 s to 5 min.

### Biodistribution analysis

To determine the biodistribution of IRF5 NPs in the ID8-VEGF ovarian tumor model, mice in 7–8 groups received an i.p. or retro-orbital dose of NPs carrying 50 µg mRNA. Twenty-four hours after injection, whole blood was collected and mice were euthanized with CO_2_ to retrieve organs (liver, spleen, lung, kidney, heart, intestine, pancreases, and diaphragm). All tissues were stabilized with RNA*later*, then frozen on dry ice. The codon-optimized IRF5 mRNA levels in each organ were measured using RT-qPCR.

### Toxicity analysis

To measure potential in vivo toxicities of repeatedly injecting macrophage-targeting NPs, we injected mice (5/group) intraperitoneally or intravenously with six sequential doses of IRF5/IKKβ or eGFP mRNA NPs. Controls received no treatment. Twenty-four hours after the final infusion, mice were anesthetized and blood was collected by retro-orbital bleed to determine the complete blood counts. Blood was also collected for serum chemistry and cytokine profile analyses (performed by Phoenix Central Laboratories, Mukilteo, WA). Animals were then euthanized with CO_2_ to retrieve organs, which were washed with deionized water before fixation in 4% paraformaldehyde. The tissues were processed routinely, and sections were stained with H&E. The specimens were interpreted by board-certified staff pathologists, in a blinded fashion.

### Cytokine assays

Cytokine levels were evaluated using a Luminex 200 system (Luminex) at the *FHCRC Immune Monitoring Shared Resources*. For ex vivo studies, cell culture supernatant was collected for the measurement of IL-6, IL12p70, INFγ, and TNFα concentrations. For in vivo studies, we measured plasma concentrations of IL-6, TNFα, and IL-1β.

### Statistical analysis

The statistical significance of observed differences were analyzed using the unpaired, two-tailed Student’s *t* test or the unpaired, two-tailed one-way ANOVA test. The *P* values for each measurement are listed in the figures or figure legends. We characterized survival data using the Log-rank test. All statistical analyses were performed either using GraphPad Prism software version 6.0 or R software.

### Study approval

The care and use of mice in this study was approved by the Institutional Animal Care & Use Committee (IACUC) at the Fred Hutchinson Cancer Research Center, and was in compliance with all relevant ethical regulations for animal testing and research (Assurance #A3226–01, IACUC Protocol Number 50782).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The Raw and processed data from the NanoString gene expression assays data have been deposited in the NCBI's Gene Expression Omnibus database under the accession code GSE120254 and GSE129498. All the other data supporting the findings of this study are available within the article and its supplementary information files and directly from M. Stephan upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

How the deposited data were processed for this re-analysis (not part of the article)

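The deposited data hold gene expression of peritoneal macrophages sorted as F4/80+ CD11b+ cells from mice with ID8 ovarian tumors, 3 samples from mice given PBS and 3 from mice given IRF5-NPs, which are the samples of Fig. 4j,k. The cultured macrophages of Fig. 3 were not analysed here. The groups were taken from the sample labels. The labels and the paper's methods give different doses and times, and both are given beside the data.

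The unit of the deposited values is a signal, the normalized count of the NanoString nCounter assay on a linear scale. The authors checked the raw counts with NanoStringQCPro and normalized them to the geometric mean of housekeeping genes in nSolver, as the paper's methods state for the cultured macrophages, and the log2 step named there is not in the deposited values. The table holds 768 probes, of which 754 measure genes, 8 are negative controls and 6 are positive controls. The positive and negative controls are raw counts. The gene values were checked for a common factor in each sample, with a tolerance of 0.01 normalized counts. The factors were 1.04, 1.03 and 1.25 for PBS replicates 1, 2 and 3, and 0.952, 1.10 and 2.60 for IRF5-NP replicates 1, 2 and 3. The values divided by these factors summed to 1830318, 1603281 and 1302733 counts in PBS replicates 1, 2 and 3, and to 1293665, 1598272 and 683472 counts in IRF5-NP replicates 1, 2 and 3. These counts were used for the depth, for the comparison of replicates and for the background, and no test for counts was run on them. The geometric mean of 15 reference genes lay between 1128 and 1153 normalized counts in the 6 samples. The positive controls differed by up to 2.42 times between samples. Of the 754 gene symbols, 744 matched the RefSeq table by symbol and 9 by a synonym, and 1 had no match. No position is given, since the deposited values name no genome build.

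Each pair of samples was compared by a chi-square test on the counts of all genes. The difference between PBS replicates 2 and 3 could not be told from sampling noise, and they were averaged on the log2 scale and counted as 1 sample, so that 5 samples entered the comparison, 2 with PBS and 3 with IRF5-NPs. The design set before the data were examined had all 6 samples, 3 against 3. The change was made on the comparison of replicates, after a first fit with 6 separate samples had been seen, and the counts from both ways are given beside the data. Pairing was tested as the correlation across genes between the deviations of samples with the same number from their group means, over 478 genes, which are not independent replicates. It was 0.236, 0.242 and 0.162 for numbers 1, 2 and 3, and 0.228 between PBS replicate 3 and IRF5-NP replicate 2. The paper's statistics section names unpaired tests for the whole paper. Counting PBS replicates 2 and 3 as 1 sample leaves no pair for each number. The replicate block was therefore fitted with 6 separate samples, as an alternative. A block of the replicates numbered 1 against the others, chosen after the data had been seen, was fitted as well. It gave 133 genes past the threshold, against 72 without a block.

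Expression was compared with limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a mean-variance trend on log2 values with a pseudocount of 1, two-sided, with Benjamini-Hochberg adjustment over all 754 genes and a threshold of 0.05. No gene was left out of the test. Lists of genes were tested with camera at a preset correlation of 0.01, two-sided, with adjustment over the 8 lists with at least 3 members in the table. Of the 12 lists written before the data were examined, the T cell, B cell, NK cell, and tumor cell and mesothelial lists had fewer members and were not tested. The 8 tested lists hold M1, M2, type I interferon response, resident (large) peritoneal macrophage, monocyte, neutrophil, dendritic cell, and eosinophil and mast cell genes. A further 3 lists, of MHC class II genes, immediate early genes and lymphocyte genes of the panel, were chosen after the values were seen. The M1 and M2 lists were also compared per sample by an exact permutation test, two-sided. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

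Genes were named by a rule written before the data were examined. It covers every gene labelled in Fig. 4j,k, the delivered genes, the genes named in Fig. 3c,d, the cytokine genes of Fig. 4i, a list of 10 flow marker genes, and members of a list where the list is given. The flow marker list leaves out Itgax, the gene of CD11c. The rule adds the 5 genes with the largest rise and the 5 with the largest fall among the other genes past the threshold whose IRF5-NP values all lie on one side of the PBS values. Not every gene that the rule covers is named in the text, and a gene named outside this rule is given as such.

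Before the data were examined, 22 alternatives were set. They change the test, the adjustment, the variance prior, the sample weights, the scaling between samples, the filter on low values, the pseudocount, the pairing and the members of the lists, or leave out each sample in turn. After the data had been examined, 6 were added. They include 6 separate samples and the methods' t-test on these at both thresholds, which keep the design set before and became alternatives when 5 samples were counted. The others are IRF5-NP replicates 2 and 3 averaged, background subtraction, and a block of the replicates numbered 1 against the others. The closing section gives their effect. Tests for counts had been set for raw counts only and were not run, since the values are normalized.

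The comparison was tested on simulated data with the design of 754 genes, 200 of them changed by 2 on the log2 scale, in 20 simulations. With the pair of replicates counted as 1 sample, 96.4% of the changed genes were recovered and 3.00% of the calls were false. With the pair counted as separate samples, 97.4% were recovered and 9.50% of the calls were false. These shares hold for the simulated pair, at a simulated SD of 0.345 on the log2 scale. They do not test whether PBS replicates 2 and 3 are 1 sample. A shifted list of 29 genes was found in 20 of 20 simulations and an unshifted list in 0. The simulations give no result for a correlation between genes estimated from the data. With that correlation, the M1, M2 and resident lists of the real data each had a camera adjusted p of 0.377. Whether the list results hold under it is therefore not decided by the simulations.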

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

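The tests of scaling, depth and resident cells in this part were chosen after the result was seen, and the resident cell list itself was written before.

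Outside the genes labelled in Fig. 4j,k, 17 panel genes were higher with IRF5-NPs than with PBS past the adjusted threshold, none of them named in the paper's text, with a median log2 fold change of 1.42 (0.84 to 2.48). Supplementary Fig. 4 was not available, and whether it shows them is not known. Among the genes with the largest rise were Timd4 (log2 fold change 2.48, adjusted p = 0.0155), Selp (2.19, 0.0423), Bmp6 (1.91, 0.00542) and Hdc (1.86, 0.0218), each higher in 3 of 3 IRF5-NP samples than in every PBS sample. Timd4 rose from 163 ± 54.5 (SD, n = 2) to 972 ± 435 normalized counts (SD, n = 3), and Bmp6 from 83.8 ± 2.60 (SD, n = 2) to 323 ± 79.8 (SD, n = 3). The tables argue against the authors' housekeeping scaling as the whole source, since the median of the 17 genes was 1.66 with each sample shifted to a common median. They also argue against the low depth of IRF5-NP replicate 3 as the whole source, since the median was 1.34 without that sample. The calls themselves rest on single samples. Of these 4 genes, Bmp6 alone passed without IRF5-NP replicate 3 (1.89, adjusted p = 0.0498) and without PBS replicate 1 (1.87, 0.0293). Without IRF5-NP replicate 3, Timd4 was at 2.23 (adjusted p = 0.0954), Selp at 2.03 (0.18) and Hdc at 1.71 (0.121). Without PBS replicate 1 they were at 2.14 (0.103), 1.38 (0.235) and 1.52 (0.124). Selp did not pass without IRF5-NP replicate 1 (2.58, adjusted p = 0.0515) or without IRF5-NP replicate 2 (1.96, adjusted p = 0.0723) either. Over all alternatives the adjusted p ranged from 0.000419 to 0.26 for Timd4 and from 0.000862 to 0.152 for Bmp6, with the p of the methods' t-test at 0.001 taken unadjusted. Among the 17 genes, 2 are on the resident (large) peritoneal macrophage list, Timd4 and Selp. A larger share of resident cells among the sorted macrophages and a change of expression within the same cells cannot be told apart for these genes, since each sample measures many cells together and the treatment may bring about both.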

How the results depend on the processing

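The settings with IRF5-NP replicates 2 and 3 averaged, with background subtraction and with a run block were chosen after the data had been seen. The count of 5 samples, with PBS replicates 2 and 3 averaged, was chosen after the data had been seen as well, and 6 separate samples, the design set before, then became an alternative.

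All 72 genes past the threshold kept their direction under every alternative that tests them. The numbers of genes did not hold. Against 72 genes changed, 19 higher and 53 lower, and against 18 Fig. 4j,k genes, 1 Fig. 3c,d gene, 1 Fig. 4i cytokine gene and 3 flow markers, the methods' t-test gave 0 in each of these after Benjamini-Hochberg adjustment (125 genes at an unadjusted p under 0.05, and 191 by limma). At P under 0.001 it gave 4 genes, 1 higher and 3 lower, with 2 Fig. 4j,k genes, 0 Fig. 3c,d genes, 0 cytokine genes and 1 flow marker. Benjamini-Yekutieli adjustment of limma's p-values gave 21 genes, 2 higher and 19 lower, with 11 Fig. 4j,k genes, 0 Fig. 3c,d genes and 0 cytokine genes. The paper's methods name this adjustment for t-tests, and the t-test was not run with it. A variance prior without trend gave 41 genes, 8 higher and 33 lower. Array weights gave 125 genes, 42 higher and 83 lower, with 2 Fig. 3c,d genes and 5 flow markers. The replicate block with 6 separate samples gave 135 genes, 52 higher and 83 lower, with 2 Fig. 3c,d genes, 2 cytokine genes and 5 flow markers. The number of higher genes was 42 with a common median over all genes and 35 with quantile normalization. The methods' t-test has no variance shared between genes, and for the other changes in this paragraph the cause was not tested.

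With each sample left out in turn, the number of genes lay between 21 (without IRF5-NP replicate 3) and 83 (without PBS replicate 2), with 2 to 24 higher and 19 to 59 lower. It was 35 without PBS replicate 1, 41 without IRF5-NP replicate 2 and 57 without IRF5-NP replicate 1. The Fig. 4j,k genes past the threshold were 11 to 19, the Fig. 3c,d genes 0 to 1 and the cytokine genes 0 to 1. Fewer samples leave fewer degrees of freedom, and without PBS replicate 1 the lone PBS sample is assumed to vary like the IRF5-NP samples.

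The design set before the data were examined, with 6 separate samples, gave 121 genes, 37 higher and 84 lower. The methods' t-test on these gave 27 genes at P under 0.001, 7 higher and 20 lower, with 11 Fig. 4j,k genes, 0 Fig. 3c,d genes and 0 cytokine genes, and after Benjamini-Hochberg adjustment 43 genes, 12 higher and 31 lower, with 0 Fig. 3c,d genes and 0 cytokine genes. Of the settings chosen after the data had been seen, averaging IRF5-NP replicates 2 and 3 gave 31 genes, 3 higher and 28 lower. Background subtraction gave 27 genes, 5 higher and 22 lower, with 11 Fig. 4j,k genes, 0 Fig. 3c,d genes and 0 cytokine genes. The run block gave 133 genes, 46 higher and 87 lower, with 2 Fig. 3c,d genes and 2 cytokine genes. More or fewer samples were counted in the settings with separate or averaged replicates, and for the others the cause was not tested.

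The M1 and M2 lists fell past the threshold and the resident list rose past it under every alternative that tests lists, except the following. The methods' t-test, the robust variance prior and the limit on the fold change were not run on lists. With a correlation estimated from the data, the M1 list (mean -0.78), the M2 list (-0.88) and the resident list (1.77) had an adjusted p of 0.377. Under fry the resident list (1.77) had an adjusted p of 0.0994. Without members shared with another list, the M2 list (-0.60) had an adjusted p of 0.0521 and the monocyte list reversed to 0.27, on fewer genes. Chil3, which the study labelled in Fig. 4j,k on these samples, was among the members left out of both. Leaving out samples moved the type I interferon response list between -1.41 and -0.46, past the threshold without PBS replicate 1 (adjusted p = 3.5e-05). The neutrophil list lay between -0.80 and -0.17, and without PBS replicate 1 camera placed it above the other genes. For these 2 lists the cause was not tested.

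The changes of single genes that reversed were near 0 and not past the threshold under any setting. Irf5, at -0.03 with 5 samples, was at 0.034 with array weights, 0.21 with a common median, 0.33 with quantile normalization and 0.034 with 6 separate samples, also under the replicate block and the methods' t-test, and between -0.083 and 0.16 over the samples left out. Ccr2 was at 0.11 with a common median, 0.20 with quantile normalization and between -0.38 and 0.10 over the samples left out. Ifng was at -0.080 with quantile normalization and at -0.057 with 6 separate samples, also under the replicate block and the methods' t-test. Il12a was at -0.025 with IRF5-NP replicates 2 and 3 averaged and Retnla at -0.027 with background subtraction. Over the samples left out, Ifng lay between -0.29 and 0.13, Retnla between -0.034 and 0.24, Ccl5 between -0.50 and 0.21, Ccl11 between -0.61 and 0.17, Il12a between -0.063 and 0.48 and Il12b between -0.57 and 0.073. The cause was not tested for these genes. The depth limits what can be seen of 124 genes below the background in every sample, Ifng, Ccl11, Il12a and Il12b among them.

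The tests for counts that had been set for raw counts were not run, since the values are normalized. The T cell list has no member in the table and gave no value.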

Differences from the paper's values

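Background subtraction, the run block and the count of 5 samples were chosen after the values had been seen, and the design set before had 6 separate samples.

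For S1pr1, the log2 fold change was 1.93, and the paper's value is about 2.2 in Fig. 4j, read by eye. Of the alternatives set before the data were examined, array weights (2.03), a common median over all genes (2.17), quantile normalization (2.09), and leaving out PBS replicate 1 (2.02) or IRF5-NP replicate 1 (2.04) gave values within the replicate spread of the paper's, and the others did not. Background subtraction, chosen after the values had been seen, gave 2.28 and left 11 of the 21 genes labelled in Fig. 4j,k past the threshold, against 18 without it.

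For Ccl4, the log2 fold change was -2.86, and the paper's value is about -3.5 in Fig. 4j, read by eye. Of the alternatives set before the data were examined, leaving out IRF5-NP replicate 3 (-3.14) gave a value within the replicate spread of the paper's, and the others did not. Background subtraction, chosen after the values had been seen, gave -4.62, farther from 0 than the paper's value by more than the replicate spread.

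For Ccr2, the log2 fold change was -0.13, and the paper's value is about -2.3 in Fig. 4j, read by eye. None of the alternatives set before the data were examined gave a value within the replicate spread of the paper's. Ccr2 passed the threshold under no setting, with values between -0.38 and 0.20.

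The paper labels Vav1 and Rab20 among the changed genes of Fig. 4j,k. Here they changed the same way, by -0.73 (adjusted p = 0.0506) and -0.82 (adjusted p = 0.0503), without passing the threshold. Both passed with array weights, a common mean over the reference genes, the filter on low values and the replicate block, with 6 separate samples, the design set before the data were examined, and with the run block, which was chosen after the values had been seen. Vav1 also passed without PBS replicate 2 and under the methods' t-test on 6 separate samples, and Rab20 also passed with a robust variance prior and without PBS replicate 3. With 6 separate samples 20 of the 21 labelled genes passed.

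The paper states that the macrophages of Fig. 4j,k and Supplementary Fig. 4 had become more M1-like. Its flow cytometry and secreted cytokines (Fig. 4e-g,i) are further evidence for this at the level of protein, which transcripts do not test. Here the M1 list changed by a mean log2 fold change of -0.78 and the M2 list by -0.88, and the difference between the lists changed by 0.10 (two-sided exact permutation test, p = 0.8). Of the 29 M1 genes, 23 were lower and 6 higher, and of the 24 M2 genes, 17 were lower and 7 higher, most of them not past the threshold. With each sample shifted to a common median, 18 of the 29 M1 genes and 17 of the 24 M2 genes were lower, and with quantile normalization 19 and 17.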

Other observations

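In this part, the tests on MHC class II genes, on the Ccl genes, on the replicates and their numbers, and on the Ccr2 label were chosen only after the result was seen, as were the lists of MHC class II, immediate early and lymphocyte genes.

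Of the 10 splits of the 6 samples into 3 and 3, 1 gave as many genes past the threshold as the real one, which is the real split itself, and the others gave 0. A design with 10 splits cannot exclude chance, since the share is never under 0.1.

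PBS replicates 2 and 3 had a chi-square of 1.07 per degree of freedom, which is consistent with 1 RNA sample measured 2 times. Separate mice may still be behind them, since the labels do not say. IRF5-NP replicates 2 and 3 had a ratio of 7.07, above sampling noise and below the 54.0 and 97.7 of the other IRF5-NP pairs, so that 1 RNA sample measured 2 times and a pair of similar mice cannot be told apart. With this pair averaged as well, 31 genes passed. In both groups, replicate 1 was the farthest from the others. The deviations of PBS replicate 1 and IRF5-NP replicate 1 from their group means correlated at 0.236 across genes, which are not independent replicates, and a shared processing batch and differences between mice cannot be told apart, since the labels give no batch. No biological explanation was tested.

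The median log2 fold change of all 754 genes was -0.03, and it was 0.21 with each sample shifted to a common median. Of the genes past the threshold, 26.4% were higher, against 53.8% with the common median, a test set before the result was seen. The common median moves every gene of a sample alike, which changes the share in itself, so that the authors' housekeeping scaling and a true excess of lower genes cannot be told apart. Which scaling is closer to the RNA content of the cells was not tested.

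The 124 genes below the background in every sample had a median log2 fold change of 0.14, and of -0.079 without IRF5-NP replicate 3, a test set before the result was seen. This is consistent with the large factor of that sample raising its background counts. No biological explanation was tested.

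The 8 MHC class II genes of the panel fell, with a median log2 fold change of -2.36 and 6 of them past the threshold (camera adjusted p = 2.21e-08 over the 3 lists chosen afterwards), a change that the paper's text and the labels of Fig. 4j,k do not name for these samples. Supplementary Fig. 4 was not available. The list has 3 genes that the M1 list and the flow markers also hold. The camera p assumes a correlation of 0.01 between genes. Neither fry nor an estimated correlation was run on the 3 lists chosen afterwards. With an estimated correlation, the M1, M2 and resident lists each had a camera adjusted p of 0.377. All 8 were lower under each scaling. H2-Aa had 53526 ± 11114 normalized counts (SD, n = 2) with PBS and 6544 ± 959 (SD, n = 3) with IRF5-NPs, a log2 fold change of -3.03, and H2-Ab1 was at -3.00 and Cd74 at -2.89, each lower in 3 of 3 IRF5-NP samples. The tables argue against the housekeeping scaling as the whole source, since the median was -2.13 with a common median, and against the low depth of IRF5-NP replicate 3, since it was -2.38 without that sample. A larger share of resident cells stays open, since the resident list rose by a mean of 1.77, and cannot be told apart from a change within the same cells. A loss of dendritic cells stays open as well. The dendritic cell list changed by a mean of -0.28 over 7 genes (adjusted p = 0.511), with Itgax lower (-1.88) from 171 ± 37.1 (SD, n = 2) to 45.4 ± 3.97 normalized counts (SD, n = 3), and members that went both ways decide nothing.

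The fall of Ccl2, Ccl7, Ccl12 and Ccl4 had a median of -3.36 without PBS replicate 1, which argues against a response to cell isolation in PBS replicate 1 alone. The 18 immediate early genes fell by a median of -0.90 (camera adjusted p = 0.00182), and by -0.58 without PBS replicate 1 (adjusted p = 0.00336). A response to isolation that was stronger in all PBS samples and an effect of the treatment cannot be told apart, since both would lower these genes. Of these 18 genes, 3 are also on the M2 list.

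The resident (large) peritoneal macrophage list rose by a mean log2 fold change of 1.77 (camera adjusted p = 0.000122) over 6 of 22 genes, of which Timd4, Cxcl13 and Selp passed the threshold. The number that passed was 6 under the replicate block, 5 under the run block, and 0 without PBS replicate 1, without IRF5-NP replicate 3 or with background subtraction. The call held neither under fry (adjusted p = 0.0994) nor with an estimated correlation (adjusted p = 0.377), and 3 of the 6 genes are also on another list or labelled in Fig. 4j,k. With fewer than 80% of its genes in the table, the list is a void check of the makeup of the samples. The monocyte list changed by -0.59 (adjusted p = 0.473) over 8 of 17 genes, and by 0.27 without the genes another list holds, Chil3 among them. Another makeup of the sorted macrophages may lie behind the resident genes, in a test set before the result was seen, and cannot be told apart from regulation within the cells, since too few members of either list were measured. Cxcl13 was at 19060 and Timd4 at 1263 normalized counts in IRF5-NP replicate 3.

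The other lists written before the data were examined did not pass. The type I interferon response list was at a mean of -0.47 (adjusted p = 0.473) over 7 of 22 genes, with a median of -0.79, and at -1.41 without PBS replicate 1 (adjusted p = 3.5e-05, against a range of 3.5e-05 to 1 over its alternatives). The neutrophil list was at -0.69 (adjusted p = 0.473) over 10 of 14 genes, with Csf3r higher (0.88) and Mmp8 lower (-1.86). The eosinophil and mast cell list was at 0.48 (adjusted p = 0.218) over 9 of 10 genes, with Cpa3 higher (1.80), and 5 of its genes lay below the background. The B cell list had 2 genes in the table, with Ms4a1 higher (1.49). The NK cell list had 2, with a mean of -0.10, and the tumor cell and mesothelial list 1, Cdh1 (-1.19). The T cell list had 0. Csf3r, Mmp8, Cpa3, Ms4a1 and Cdh1 did not pass without PBS replicate 1 (0.91, -1.44, 1.46, 1.76 and -1.28) or without IRF5-NP replicate 3 (0.77, -1.91, 1.82, 1.34 and -1.17). Mmp8, Cpa3, Ms4a1 and Cdh1 did not pass without IRF5-NP replicate 1 either (-1.77, 1.60, 1.62 and -1.14), nor Csf3r, Cpa3, Ms4a1 and Cdh1 without IRF5-NP replicate 2 (0.84, 1.98, 1.49 and -1.25).

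The rise of S1pr1 could come from lymphocytes among the sorted cells. Of the 14 genes of the lymphocyte list chosen afterwards, 0 passed the threshold in limma at a mean log2 fold change of 0.22 (camera adjusted p = 0.147), and 8 lay below the background in every sample. That list leaves out the B cell gene Ms4a1, which passed and rose with S1pr1 (1.49, adjusted p = 0.0351), from 21.7 ± 5.99 (SD, n = 2) to 62.1 ± 12.5 normalized counts (SD, n = 3), and was above the background in 2 of the 6 samples. Lymphocytes and a change within macrophages cannot be told apart, since the T cell list has no member in the table.

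Irf5 had 2266 ± 433 normalized counts (SD, n = 2) with PBS and 2204 ± 214 (SD, n = 3) with IRF5-NPs, a log2 fold change of -0.03 (limma adjusted p = 0.947), and Ikbkb is not in the table. The delivered mRNAs are codon-optimized, and whether the panel's probe binds the delivered Irf5 mRNA was not tested. Of the cytokine genes of Fig. 4i, Tnf fell by 2.03 on the log2 scale (adjusted p = 0.00932) from 295 ± 49.0 (SD, n = 2) to 73.9 ± 26.6 normalized counts (SD, n = 3), without passing when PBS replicate 1 (-1.86) or IRF5-NP replicate 3 (-1.97) was left out. Il6 was at 1.36 (adjusted p = 0.265), and past the threshold under the replicate block (1.01) and the run block (1.07), but at 0.30 without PBS replicate 1 (adjusted p = 0.894). Il12a, Il12b and Ifng lay below the background in every sample. Fig. 4i measured secreted protein, and the values here are transcripts. Of the 8 genes named in Fig. 3c,d for cultured macrophages, Ccl8 passed here, at -2.61 (adjusted p = 0.0158). Serpinb2 was at 2.25 (adjusted p = 0.0968), with 1404 normalized counts in PBS replicate 1 and 8697 in PBS replicate 2, and it passed with array weights (2.59), the replicate block (1.82) and the run block (1.94), but was at 0.95 without PBS replicate 1 (adjusted p = 0.54). Retnla (0.11), Rnase2a (-0.61), Ear3 (-1.44), Ccl11 (-0.25), Ccl5 (-0.28) and Socs1 (-0.96) did not pass. Of the listed flow markers, H2-Aa, H2-Ab1 and H2-Eb1 passed, and Mrc1 (-2.02, adjusted p = 0.0664), Adgre1 (1.15, 0.181), Itgam (0.61, 0.473), Ly6c1 (-0.70, 0.14), Ly6g (0.51, 0.418) and Cd80 (0.47, 0.368) did not. Itgax, the gene of the flow marker CD11c, was left out of this list and passed as well (-1.88, adjusted p = 0.00589). Mrc1 had 8936 normalized counts in PBS replicate 1 and 2145 in PBS replicate 2. It passed with array weights (-2.26), the replicate block (-1.67) and the run block (-1.78), but was at -0.98 without PBS replicate 1 (adjusted p = 0.31). Adgre1 passed without IRF5-NP replicate 1 (1.64), with array weights (1.53) and with the replicate block (1.07), but was at 0.87 without IRF5-NP replicate 2 (adjusted p = 0.432). Ly6c1 passed with 6 separate samples and no block alone (-0.82, adjusted p = 0.0451), the design set before the data were examined.

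Outside the genes labelled in Fig. 4j,k, 37 genes were lower past the threshold. The genes with the largest fall not named above were Ccl3 (-2.63, adjusted p = 0.00591), Tnfaip3 (-2.38, 0.0168) and Atf3 (-2.37, 0.0293), each lower in 3 of 3 IRF5-NP samples. Without IRF5-NP replicate 3 they did not pass (-2.52, -2.42 and -2.11), nor did Tnfaip3 without IRF5-NP replicate 1 (-2.33) or Atf3 without PBS replicate 1 (adjusted p = 0.14).

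The label of Ccr2 in Fig. 4j might stand at another gene's point. Of the genes in the table, 6 lie within 0.1 on the log2 scale of the position read for Ccr2, among them Ccrl2 (-2.29), a gene chosen after its value was seen, which did not pass without IRF5-NP replicate 3 (-2.32). Which gene the label stands at cannot be told apart, since the figure gives no values.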
